# Identification of Synovial Lymphatics in the TMJ and their Roles in Arthritis and Pain

**DOI:** 10.21203/rs.3.rs-6683299/v1

**Published:** 2025-05-30

**Authors:** Jian-Fu Chen, Yang Shu, Qing Chang, Ziying Lin, Pao-Fen Ko, Jingyi Chen, Feixiang Chen, Zhen Zhao

**Keywords:** lymphatics, temporomandibular joint, arthritis, pain, mice

## Abstract

Temporomandibular joint (TMJ) arthritis is a craniofacial disorder characterized by joint dysfunction and orofacial pain. Lymphatic regulation and function in the TMJ remain unknown. Using genetic reporter mice, human tissues, tissue clearing, 3D volume imaging, and functional studies, we identified a synovial lymphatic system in the TMJ. In a mouse model of TMJ arthritis, inflammation induces extensive lymphatic remodeling and leads to synovial lymphatic dysfunctions, including decreases in synovial efflux and lymph node fluid drainage. Functional genetics and single-cell RNA sequencing (scRNA-seq) revealed that lymphatic deficiency induces a population of fibrosis-associated macrophages and enhances inflammation, exacerbating cartilage defects, bone loss, synovitis, and pain behaviors in TMJ arthritis mice. Conversely, lymphatic function promotion via a hydrogel-mediated VEGF-C delivery reduced TMJ pain, inflammation, and arthritis-like pathogenesis. For the first time, we identified synovial lymphatics in the TMJ and found that lymphatic dysfunction drives TMJ arthritis and pain, suggesting its potential as a therapeutic target.

## INTRODUCTION

Temporomandibular disorders (TMDs) are a subset of painful craniofacial disorders that involve the TMJ, masticatory muscles, and surrounding tissues^1^. TMDs are estimated to affect approximately 31% of adults and 11% of children^2^. Around 15% of TMD cases continuously progress, show resistance to treatment, and result in chronic pain, making it the second most common musculoskeletal pain condition^3^. TMJ arthritis and TMJ osteoarthritis (TMJOA) represent joint-specific forms of TMDs, characterized by joint inflammation, dysfunction, and degeneration. Both conditions significantly affect quality of life due to arthralgia and restricted mobility^4,5^. Patients with TMJOA usually have a history of arthralgia and a popping noise while performing jaw functions^6-8^. Individuals with arthritis experience severe and usually unremitting pain that can be both physically disabling and emotionally distressing, hampering their potential recovery^9^. While pain is the major reason for patients to pursue medical treatment, the underlying mechanisms and effective management strategies of that pain are still unclear^10,11^.

The lymphatic system is a network of vessels that is present in virtually every organ of the body, complementary to the cardiovascular system. It is composed of blind-ended, highly branched capillaries that function to take up interstitial fluid (ISF), large molecules, and leukocytes from peripheral tissues^12-14^. These capillaries serve as entrance points into lymphatic circulation, playing a crucial role in preventing the accumulation of fluids and immune cells within local tissue^12,13^. Lymph is transported through collecting lymphatic vessels to draining lymph nodes, and is returned into blood circulation via major lymphatic ducts, such as the thoracic duct and the right lymphatic duct^15^. Lymphatic vessels are lined with a single layer of lymphatic endothelial cells (LECs), which express the homeobox transcription factor prospero-related homeobox 1 (Prox1) and receptor tyrosine kinase vascular endothelial growth factor (Vegf) receptor 3 (Vegfr3)^12^. Prox1 is a master regulator of lymphangiogenesis, and its heterozygous mice have been used as a genetic model of lymphatic vessel malfunction^16,17^. The Vegf-c ligand interacts with its receptor Vegfr3 to regulate lymphatic growth and function, which are promoted or inhibited by ectopic expression of Vegf-c or Vegf-c/d trap, respectively^13,18^.

In collecting lymphatic vessels, endothelial cells exhibit an elongated morphology and are connected by continuous junctions known as “zipper junctions.” These vessels are enveloped by a thick basement membrane and layers of contractile lymphatic smooth muscle cells (LSMCs), which limit permeability and support unidirectional lymph flow with the help of intraluminal valves^19^. Capillary lymphatic vessels are composed of LECs and a thin basement membrane, lacking mural cell coverage. These cells are connected by discontinuous, button-like junctions that facilitate high permeability, allowing efficient passage of solutes and immune cells into the lymphatic system^20,21^. Lymphangiogenesis and lymphatic vessel remodeling are frequently observed in inflammation-related biological processes and diseases. For example, the immune-interacting subtype of Ptx3-positive LECs recruit pro-lymphangiogenic macrophages to promote progressive lymphatic overgrowth^22^. The pathophysiological functions of the lymphatic system in inflammatory disorders such as TMJ arthritis remain poorly understood.

Previous studies suggest that impaired lymphatic functions are involved in the pathogenesis of inflammatory knee joint diseases, such as osteoarthritis (OA) and rheumatoid arthritis (RA)^23-25^. Targeting lymphatic vessels to restore drainage, enhance lymphangiogenesis, or resolve inflammation is proposed as a therapeutic strategy for the management of knee joint arthritis^23,26^. However, the TMJ differs from the knee joint in terms of developmental origin, morphology, structural composition, and function^27,28^. It remains unknown if and where lymphatic vessels occur and how they are regulated and function in the TMJ under pathophysiological conditions. In this study, we identified synovial lymphatics in the TMJ. In TMJ arthritis mouse models, lymphatic vessels undergo extensive lymphangiogenesis, coupled with inflammation and drainage dysfunctions. Functional studies revealed that lymphatic dysregulation drives TMJ arthritis and pain, highlighting its potential as a therapeutic target.

## RESULTS

### TMJ lymphatic vessels are identified at synovial tissues.

Previous studies reported the distribution and alteration of lymphatic vessels in the knee joints of normal and osteoarthritic mice^29^. Here, we sought to identify and investigate the distribution of lymphatic vessels in the TMJ. Toward this aim, we used *Prox1-*EGFP mice in combination with antibodies against lymphatic vessel markers, including lymphatic vessel endothelial hyaluronan receptor 1 (Lyve1) and Vegfr3. An immunolabeling-enabled iDISCO tissue clearing method was applied to adult mouse TMJs, followed by confocal imaging and 3D reconstruction to generate whole mount images of the TMJ (Fig. 1 a). High magnification images showed that lymphatic vessels co-express Prox1, Lyve1, and Vegfr3, displaying tube-like structures, confirming the lymphatic vessel identities. Moreover, lymphatic vessels were mainly found in the surrounding muscle, anterior, posterior, and superior synovial tissues, as well as the superior retro-discal tissue (RDT) of the TMJ (Fig. 1 b-d). It has been reported that tissue-resident macrophages regulate lymphatic vessel growth and patterning in the developing heart^30^. To investigate the lymphatic vessel-macrophage axis, we used *Cx3cr1-*YFP mice to label resident macrophages and Vegfr3 to mark vascular endothelial cells, followed by iDISCO tissue clearance and confocal imaging of the whole adult mouse TMJ (Fig. 1 e). There are extensive Vegfr3-positive and tube-like vessels at the synovial tissues and surrounding muscles, where Cx3cr1-positive resident macrophages are adjacent to vessel cells (Fig. 1e, Supplementary Video 1).

Whether or not lymphatic vessels occur in the cortical bone or bone marrow is an unsettled issue. Vegfr3 could label blood or lymphatic vessels in a tissue-dependent manner. To achieve a higher resolution imaging and investigate whether Vegfr3-positive vessels in condyle bone are blood or lymphatic vessels, we performed CUBIC (clear, unobstructed brain/body imaging cocktails and computational analysis) tissue clearance of 100 μm-thick TMJ sections from mice exposed to Complete Freund's Adjuvant (CFA), described later as our TMJ arthritis models. Lyve1- and Vegfr3-double positive lymphatic vessels are mainly located in the anterior and posterior synovial tissues (Fig. 1 g, Supplementary Video S2), where Vegfr3+;Lyve1− blood vessels occur less frequent than lymphatic vessels (white arrowheads in synovial tissues). It is clear that Vegfr3-positive vessels in condyle bones are Lyve1 negative (white arrowheads in condyle), suggesting of the absence of lymphatic vessels in condyle bone or bone marrow. Lastly, human TMJ synovial tissues from the arthroscopy surgery of TMJ pain patients confirmed LYVE1− positive tube-like lymphatic vessels (Fig. 1f). Together, Lyve1^+^;Vegfr3^+^ double-positive tube-like structures are identified as lymphatic vessels, which are mainly located at synovial tissues under TMJ healthy and arthritis pathological conditions.

### Lymphangiogenesis and lymphatic vessel remodeling are coupled with inflammation in mouse arthritic TMJ.

To investigate lymphatic vessels under TMJ pathological conditions, we turned our attention to animal models of TMDs. Complete Freund's Adjuvant (CFA) is an inflammatory agent that causes joint inflammation, a pathological trigger for painful TMJOA^31^. We utilized our previously established mouse models of CFA-induced inflammatory TMJOA, which recapitulate osteoarthritic pathologies and orofacial pain behavior in patients^3^. CFA intra-articular injection was performed to induce TMJ arthritis. IHC staining confirmed the joint inflammation, as evidenced by increased macrophage activation marker CD68 and pan-macrophage marker Iba1 in arthritic TMJ (Fig. 2c, e). We conducted spatial transcriptomic analysis of control and CFA-treated TMJs at single-cell levels using Sequential Fluorescence In Situ Hybridization (seqFISH)^32^, as described in a separate study. Using our seqFISH data, we confirmed the synovial tissue-enriched location of lymphatic vessels labeled by *Vegfr3* and *Lyve1* double-positive RNAscope signals (Fig. 2a). Furthermore, *Vegfr3* and *Lyve1* double-positive signals were increased in the CFA compared to the control TMJs (Fig. 2a), suggesting increased lymphangiogenesis. To confirm the lymphangiogenesis phenotype, we performed side-by-side IHC staining using antibodies against Vegfr3 and Lyve1 on control and CFA TMJ sections (Fig. 2g, h). There was a substantial increase of lymphatic vessels at the anterior, posterior, and superior synovial regions of the TMJ in CFA-treated TMJs compared to controls (Fig. 2i-l). In addition to increased immune-reacting areas, CFA-treated TMJ synovial tissues house more and longer tube-like vessels stained by Vegfr3 and Lyve1 (Fig. 2i-l), which is consistent with our CUBIC cleared 100 μm-thick TMJ sections (Fig. 1 g and Supplementary Video S2). Ptx3 was used to mark a subpopulation of inflammatory LECs, characterized by their ability of recruiting pro-lymphangiogenic macrophages to promote lymphatic overgrowth^22,33^. Therefore, we examined our seqFISH data for *Ptx3* and found its upregulation in conjunction with *Vegfr3* and *Lyve1* in the synovial tissue regions in CFA-treated TMJs (Fig. 2b). Next, IHC staining confirmed Ptx3 upregulation in tube-like lymphatic vessels in synovial tissues of arthritic TMJ, whereas no Ptx3 signals were detected in control synovial tissues (Fig. 2d, f). Together, these studies revealed inflammatory lymphangiogenesis and lymphatic vessel remodeling in mouse models of TMJ arthritis.

### Lymphatic functions are impaired in mouse arthritic TMJ.

Inflammation-associated lymphangiogenesis is a double-edged sword and is actively involved in the pathophysiology of various inflammatory disorders^34^. To investigate how lymphatic vessel remodeling is translated into lymphatic function, we examined lymphatic drainage functions of TMJ synovial tissues. About one week following CFA administration, 10 uL of Alexa Fluor 647-conjugated ovalbumin (OVA-647) protein was injected into the superior area of the TMJ, followed by 1 hr of waiting before sample collection (Fig. 3a), which allows dye drainage into the accessory mandibular lymph nodes. To confirm that OVA-647 dye can be absorbed by lymphatic vessels, we performed IHC staining on 100 μm-thick TMJ sections using the CUBIC tissue clearing method. Confocal imaging showed the co-localization of OVA-647 dye with lymphatic vessels labeled by Vegfr3 and Lyve1 in the synovial tissues of the TMJ (Fig. 3b). Next, we evaluated how the pathological condition affects lymphatic drainage capacity. Whole accessory mandibular lymph nodes were harvested and subjected to CUBIC tissue clearing. Confocal imaging and reconstruction results showed that CFA-treated mice exhibited reduced dye drainage to the mandibular lymph nodes compared to control mice (Fig. 3d, e).

The impaired lymphatic drainage function in CFA mice could be due to the disruption of fluid influx (entering synovial capillary lymphatic vessels), fluid efflux (flowing out of capillary synovial lymphatic vessels), or fluid clearance (collecting vessel-mediated flow out from synovial tissues and into lymph nodes). To provide more insights into impaired lymphatic drainage in CFA-treated TMJ, we performed IHC staining of TMJ sections at 5 minutes and 1 hr after dye injection into synovial tissues. There was no significant difference in OVA-647 dye intensity at lymphatic vessel-enriched regions between control and CFA groups at 5 minutes post-injection (Fig. 3f, g, j), suggesting normal synovial fluid influx. In contrast, there was a significant increase of dye retention in the CFA group compared to controls at 1 hr post-injection (Fig. 3h, i, j), suggesting impaired fluid efflux. Together, these studies suggest that inflammation-associated lymphangiogenesis is coupled with impaired fluid efflux, leading to defective lymphatic drainage functions in TMJ arthritis mouse models.

### Lymphatic deficiency exacerbates synovial inflammation and pain behavior in TMJ arthritis mice.

CFA-induced TMJ arthritis mice exhibited orofacial pain, synovitis, cartilage remodeling, and bone loss^3^, which recapitulates TMJOA patient phenotypes. To investigate the biological significance of lymphatic remodeling and drainage disruption in TMJ arthritis, we performed functional perturbation of the lymphatic system using *Prox1^+/−^* heterozygous mice. Prox1 is a key transcriptional factor regulating lymphangiogenesis and *Prox1^+/−^* mice have been used as a genetic tool of lymphatic vessel malfunctions^16,17^. Bite force and Von Frey filament assays were used to measure the nociceptive pain behavior on mouse models of TMDs^35^ (Fig. 4a, b). There was no difference in bite force or head withdrawal thresholds between wild-type (WT) and *Prox1^+/−^* mutant mice (Fig. 4c, d), suggesting that lymphatic vessel malfunction in *Prox1^+/−^* mutant mice *per se* did not cause orofacial pain behavior. Under CFA-induced inflammatory conditions, longitudinal quantification showed that mutant mice had more significant reduction in bite force compared to control mice over several days after CFA injection (Fig. 4a, c), suggesting that lymphatic deficiency deteriorates TMJOA pain. Consistent with the bite force assay, Von Frey filament longitudinal quantification showed that mutant mice had a more significant reduction in head withdrawal threshold compared to control mice under joint arthritis conditions (Fig. 4b, d).

To investigate mechanisms underlying pain behavior, we examined inflammation of the TMJ using anterior, posterior, and superior regions as representative areas. We performed RNAscope analysis of inflammatory cytokine *IL-1/β,* in conjunction with IHC staining using antibodies against Iba1 to label macrophages and Ly6b to label neutrophils, respectively. There were more *IL-1β*^+^Iba1 ^+^ double-positive inflammatory macrophages in mutant TMJs compared to WT controls under the same CFA treatment (Fig. 4e-i). Similarly, *IL-1β*^+^Ly6b^+^ neutrophils were increased in mutant TMJs compared to WT controls after CFA treatment (Fig. 4e-i). Consistent with the immune regulation function of the lymphatic system, these results suggest that lymphatic deficiency causes more inflammation and exacerbates orofacial pain in TMJ arthritis mouse models.

### scRNA-Seq analysis reveals fibro-macrophage cell expansion in lymphatic-deficient TMJ arthritis.

To investigate cellular and molecular mechanisms underlying the severe inflammation of lymphatic-deficient TMJs, we performed scRNA-seq analysis to systematically examine major cell types in the TMJ. 

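Droplet scRNA-seq counts the transcripts of single cells: each droplet carries a barcode, and each captured transcript carries a unique molecular identifier (UMI). The data are 1 library from the TMJ of WT mice and 1 from the TMJ of Prox1+/− mice, both injected with CFA, so each condition has 1 library and no replicates. The paper gives the age of the mice as 2 months and the sample records give 8 to 10 weeks. The authors aligned the reads to GRCm38 with Cell Ranger 7.0.1 and deposited raw UMI counts for 32285 genes, without normalization. The WT library held 53517206 UMIs over 5709 barcodes, and the mutant library held 62446987 UMIs over 7846 barcodes. Following the study's methods where they give a setting, cells with at least 500 genes and under 10% mitochondrial UMIs were kept, and both libraries were normalized with SCTransform, integrated by anchors and clustered on 200 principal components at resolution 1.5 in Seurat 5.3.0. Expression is given as counts per 1000000 (CPM), the UMIs of a gene scaled to 1000000 UMIs of the cells named, with exact Poisson 95% intervals. Shares of cells carry exact Clopper-Pearson 95% intervals, and differences between shares carry Newcombe intervals. All of these intervals cover counting error within the libraries and not variation between mice, so no test between the conditions was made.

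The labels of the libraries were first checked against genotype and sex. Prox1 (ENSMUSG00000010175) lies on chromosome 1 of GRCm38 from 190118035 to 190170714 and encodes the transcription factor that specifies lymphatic endothelium. It had 563 UMIs in the kept WT cells, 11.6 CPM (95% interval 10.7 to 12.6), and 315 in the kept mutant cells, 5.80 CPM (5.18 to 6.47), a log2 ratio of −1.01 (−1.21 to −0.80). In endothelial cells Prox1 stood at 41.5 CPM (36.9 to 46.6) in WT and 25.8 CPM (21.4 to 30.9) in the mutant. Muscle cells went the other way, with 313 CPM of Prox1 (272 to 359) in 90 WT cells and 487 CPM (404 to 581) in 35 mutant cells. Both types hold Prox1 above its level over all cells, and both were a smaller part of the mutant library. Endothelial cells were 23.6% of WT and 8.93% of mutant cells, and muscle cells 2.07% and 0.608%. The ratio over all kept cells therefore also carries this difference in cell types and is no measure of Prox1 per cell. Neutrophils had 0 Prox1 UMIs in both libraries. Xist, which female cells express, stood at 712 CPM in WT and 685 CPM in the mutant, and the Y-linked genes Kdm5d and Eif2s3y had 0 UMIs in both. Of the other Y-linked genes counted, Uty had 1 UMI in WT and 2 in the mutant, and Ddx3y had 159 UMIs (3.29 CPM) in WT and 122 (2.25 CPM) in the mutant.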

The TMJ samples with post intra-articular inoculation of CFA were taken from 2-month-old female WT or *Prox1^+/−^* mutant mice (Fig. 5a). Using Seurat 3 R-Package, we obtained ~ 7000–8000 cells with a median of ~ 3000–4000 genes per cell. 

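Of the WT barcodes, 944 had under 500 genes and 716 had mitochondrial UMIs at or over the limit, which left 4352 cells (76.2%). Of the mutant barcodes, 1690 had too few genes and 778 too many mitochondrial UMIs, which left 5757 cells (73.4%). The median number of genes per kept cell was 2419.5 in WT (95% interval of the median 2346 to 2486) and 1766 in the mutant (1708 to 1819). The 2 libraries differed in depth, with a median of 6997 UMIs per kept WT cell and 4848 per kept mutant cell. When each cell was thinned at random to 2000 UMIs, the median was 1156 genes (1152 to 1159) in WT and 1095 (1088 to 1101) in the mutant. Thinning left out 509 WT cells (11.7%) and 1269 mutant cells (22.0%) that held fewer UMIs. Among the filters tried, keeping cells with at least 1000 genes and under 5% mitochondrial UMIs raised these medians most, to 2787 genes in WT and 2354 in the mutant.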

After unbiased clustering of gene profiles, cell types were identified based on the top differentially expressed genes (DEGs) and known cell-type marker genes. These analyses resulted in 13 primary cell types (Supplementary Fig. 1), including macrophages (*C1qa, C1qb, C1qc*), endothelial cells (*Flt1, Kdr, Pecam1*), mesenchymal cells (*Dcn, Col3a1, Igfbp6*), erythrocytes (*Hba-a1, Car2, Slc4a1*), smooth muscle cells (MSC, *Myh11, Acta2, Tpm2*), neutrophils (*S100a8, Retnlg, Mmp8*), Schwann cells (*Plp1, Mbp, Mpz*), B cells (*Cd79a, Vpreb3, Ighm*), T cells (*Icos, Skap1, Itk*), adipocytes (*Adipoq, Car3, Cfd*), muscle cells (*Pax7, Dmd, Lama2*), chondrocytes (*Col2a1, Acan, Col1a1*), and osteocytes (*Bglap, Runx2).* These cell clusters were relatively well-separated (Fig. 5b), indicative of the high integrity of our scRNA-seq data.

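Clustering gave 43 clusters, and a cluster was named when at least 3 marker genes of a cell type were raised over the other cells and no other lineage led its profile. Each of the 13 cell types was named for at least 1 cluster. Libraries merged without integration gave 12 of the 13 types. Endothelial cells made up 23.6% of WT cells (1027, 95% interval 22.3 to 24.9) and 8.93% of mutant cells (514, 8.20 to 9.69), a difference of −14.7 percentage points. Mesenchymal cells were 12.5% and 7.83%, Schwann cells 8.57% and 2.80%, smooth muscle cells 4.94% and 2.69%, and muscle cells 2.07% and 0.608% of WT and mutant cells. Neutrophils were 7.17% and 5.78%, B cells 3.38% and 2.07%, T cells 1.10% and 1.53%, and osteocytes 0.620% and 0.365%. Erythrocytes rose from 6.87% of WT cells to 10.2% of mutant cells, chondrocytes from 0.666% to 1.84%, and adipocytes from 0.138% to 2.03%. Median depth was 32750 UMIs in WT and 3197 in mutant chondrocytes, and 21744.5 and 2013 in adipocytes. Of the mutant adipocytes, 93 lay in a cluster with 0 WT cells and a median of 1597 UMIs. Cells of unlike depth are thus compared in chondrocytes and adipocytes. A further cluster was named mast cells and basophils, with 12 WT and 17 mutant cells. The other 15 clusters stayed unnamed and held 522 WT cells (12.0%, 11.0 to 13.0) and 2238 mutant cells (38.9%, 37.6 to 40.1), and the shares of the named types leave these cells out. The median depth of the unnamed cells was 2428.5 UMIs in WT and 2290.5 in the mutant.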

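Macrophages were first counted as the cells of the 4 clusters named from macrophage, monocyte or inflammatory (M1-like) macrophage markers. They made up 701 of the WT cells (16.1%, 95% interval 15.0 to 17.2) and 817 of the mutant cells (14.2%, 13.3 to 15.1), a difference of −1.92 percentage points (−3.34 to −0.507). Of these clusters, the cluster named monocytes, with 138 WT and 168 mutant cells, was led by the haematopoietic progenitor genes Prtn3, Elane and Mpo beside the monocyte gene Ctsg. Clusters led by the same genes were named progenitors, and so not counted as macrophages, with at least 200 genes and under 20% mitochondrial UMIs, with doublets removed, with log-normalization and with resolution 0.5 for all cells. Another 2 unnamed clusters had profiles nearest to macrophages by correlation, a rule chosen after the clusters were seen. Cluster 10 held 21 WT cells (0.483%, 0.299 to 0.737) and 298 mutant cells (5.18%, 4.62 to 5.78), with a median of 1288.5 UMIs per mutant cell against 14783 in the named mutant macrophages. It is called the shallow macrophage-near cluster from here on, and since most of its cells come from 1 library, genotype and library are confounded in it. Cluster 14 held 48 WT cells (1.10%, 0.814 to 1.46) and 235 mutant cells (4.08%, 3.59 to 4.63). Its leading genes were mostly neutrophil genes, such as Retnlg, Mmp8 and S100a8. Markers raised in it were 7 of neutrophils against 4 of macrophages, so whether its cells are macrophages stays open. With both clusters added, macrophages were 17.7% of WT cells (770, 16.6 to 18.9) and 23.4% of mutant cells (1350, 22.4 to 24.6), a difference of 5.76 points (4.17 to 7.32). Cluster 14 gave 2.98 (2.38 to 3.59) of these points.

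A count free of clusters took every cell with at least 3 UMIs over C1qa, C1qb and C1qc together. It gave 478 WT cells (11.0%, 10.1 to 12.0) and 965 mutant cells (16.8%, 15.8 to 17.8), a difference of 5.78 points (4.43 to 7.11). After thinning to equal depth it gave 299 of 3843 WT cells (7.78%) and 533 of 4488 mutant cells (11.9%). The difference was 4.10 points (2.82 to 5.36). This set is not that of the named macrophages, since M1-like macrophages held much less C1qa than M2-like ones, as given below. M1-like macrophages differed by −2.67 points between mutant and WT, so a count that misses part of them can lean toward a rise. How many the count missed was not tested. At least 1 C1qa UMI after thinning was found in 5.66% of WT neutrophils and 4.39% of mutant neutrophils, and before thinning in 9.94% and 15.3%, at median depths of 4666.5 and 8711 UMIs. These shares use 1 UMI of 1 gene and not 3 UMIs over the C1q genes, so they give no background level for the count. The direction of the difference in named macrophages depended on the settings. It was 3.56 points (2.26 to 4.84) with at least 200 genes and under 20% mitochondrial UMIs, 1.44 points (−0.112 to 2.97) with 30 principal components, and −4.78 points (−6.10 to −3.48) with libraries merged without integration. The rise under the first 2 of these settings came with named clusters under 0.5 of the median depth of their library, which held 62 WT and 563 mutant cells with the 200-gene filter and 150 WT and 437 mutant cells with 30 principal components. Without such clusters, an alternative chosen after the values were seen, the differences were −2.98 points (−4.13 to −1.85) and −2.71 points (−4.07 to −1.37). With the nearest unnamed clusters added, it was −0.0443 points (−1.83 to 1.73) with at least 1000 genes and under 5% mitochondrial UMIs. Log-normalization and resolution 0.5 for all cells left no unnamed cluster nearest to macrophages, so nothing was added there, and the named clusters differed by −1.29 and −1.63 points. With 30 principal components, the named macrophages also held a subcluster of 123 WT and 99 mutant cells named M1-like. Its leading genes Il1f9, Hdc, Cxcr2 and Asprv1 also led a cluster named neutrophils under the study's settings, so neutrophils may be counted as macrophages there.

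**Figure D1:**
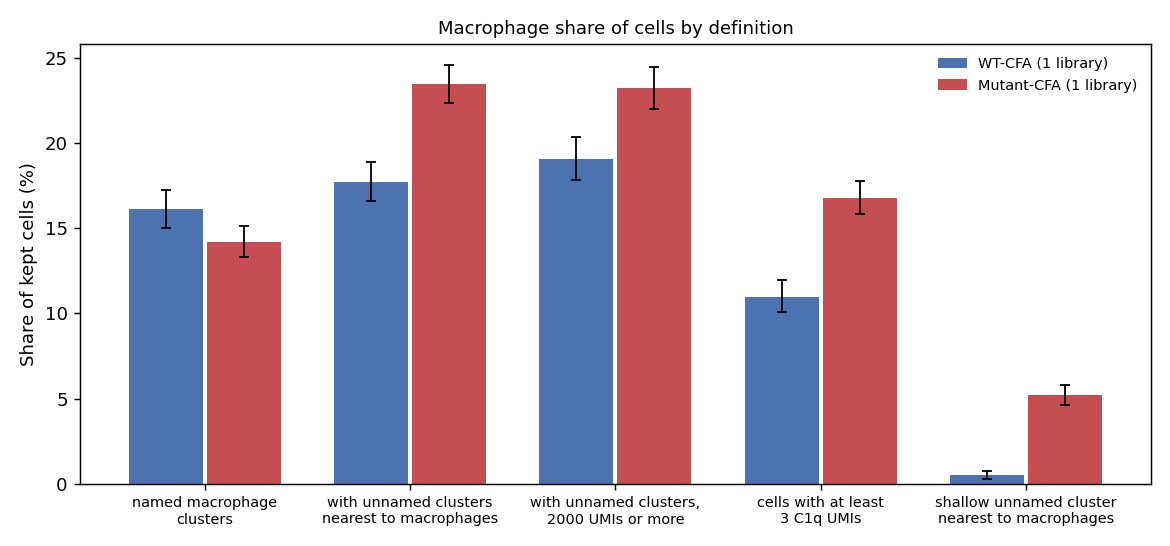
Share of kept cells counted as macrophages (y axis, percent) in the WT and mutant libraries under 5 definitions on the x axis, with bars for the share and error bars for exact Clopper-Pearson 95% intervals. Named clusters alone are lower in the mutant (14.2% against 16.1%), and the definitions that add the unnamed clusters or count C1q UMIs are higher in the mutant (23.4% against 17.7%, and 16.8% against 11.0%).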

Compared to the WT control, mutant TMJ tends to have an increased proportion of macrophages (Fig. 5b, c), which is consistent with enhanced inflammation in mutant synovial tissues (Fig. 4e-i). 

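The named macrophages were clustered again on 30 principal components at resolution 0.5, and a subcluster was named when at least 3 marker genes of a subset were raised over the other macrophages and no other lineage led it. This gave 8 subclusters. M1-like macrophages (Nos2, Mmp12 and Spp1 among their markers) were 1 subcluster with 266 WT cells, 37.9% of WT macrophages, and 198 mutant cells, 24.2% of mutant macrophages. M2-like macrophages (Mrc1, Ccl8) were 1 subcluster with 76 WT cells (10.8%) and 104 mutant cells (12.7%). The rule named 2 subclusters monocytes (Ccr2, Ly6c2, Ctsg). The first, with 61 WT and 82 mutant cells, was led by the haematopoietic progenitor genes Elane, Prtn3 and Mpo beside Ctsg, and progenitors were not among the subsets it could be named for. The other, with 69 WT and 63 mutant cells, had Ccr2, Vcan and Chil3 among its leading genes. Dendritic cells were 1 subcluster of 8 WT and 20 mutant cells. The remaining 3 subclusters stayed unnamed, with 150, 51 and 20 WT cells and 182, 106 and 62 mutant cells. The smallest of these had 3 genes of the fibro-macrophage list (Col1a1, Col1a2, Sparc, Acta2, Col3a1 and Fn1) raised, but haemoglobin genes and the gland genes Bpifb1, Ltf and Lipf led it, at a median of 2317 UMIs per cell. No subcluster was named fibro-macrophages, and 0 of the 701 WT and 817 mutant cells carried that name. At resolution 0.2 the same cells gave 5 subclusters and at resolution 1.0 they gave 12.

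When the 2 unnamed clusters nearest to macrophages were clustered together with the named macrophages, an arrangement chosen after the clusters were seen, 11 subclusters resulted. In 3 of them the fibro-macrophage list had the highest mean ratio among the subsets with at least 3 markers raised. Such subclusters are called led by fibro-macrophage genes from here on. No gene of the list was among the 10 leading genes of these 3. The largest held 12 WT cells and 251 mutant cells at a median of 1209 UMIs, with muscle genes such as Dmd and Prkg1 among its leading genes. The next held 49 WT and 152 mutant cells with neutrophil genes among its leading genes, and the last held 1 WT and 97 mutant cells with haemoglobin genes among them. None of the 3 was named fibro-macrophages, since markers of another lineage outnumbered their own.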

To have a more in-depth analysis, we re-clustered the macrophage population and identified four subclusters, including monocytes (*Ccr2, Ly6c2, Ctsg*), M1-like inflammatory macrophages (*Nos2/iNOS, Mmp12, Spp1*), M2-like anti-inflammatory and tissue-repairing macrophages (*Mrc1/CD206, Retnlg, Ccl8*), as well as a new population of fibrosis-associated macrophages (FAMs, Fibro-M) or matrix-producing macrophages (MPMs) (Fig. 5d, g). These FAMs account for most of the increased macrophage population in mutant compared to control TMJs (Fig. 5e) and exhibit a gene program of pro-fibrosis status, extracellular matrix (ECM) generation, and tissue remodeling, as evidenced by the upregulation of *Col1a1, Col1a2, Sparc,* and *Acta2* (Fig. 5f, g). This fibro-M cluster expresses typical macrophage marker *C1qa,* is inflammatory (*Il-1b*), and has an increased expression of ECM gene *Col1a1* (Fig. 5h). 

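The matrix genes named for this population are Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38, 94936224 to 94953042), Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), Sparc (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) and Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590). With named macrophages alone, no cells were named fibro-macrophages, so none of the difference in macrophage share came from such a subcluster. With at least 200 genes and under 20% mitochondrial UMIs, fibro-macrophages were named and made up 0.459 of that setting's macrophage difference, as 1.64 percentage points (1.31 to 1.98) of all cells. They were 10 WT and 133 mutant cells at a median of 1215 UMIs, and 141 of them came from the shallow cluster that this setting named macrophages. Another subcluster of this setting, with 10 WT and 297 mutant cells, was led by fibro-macrophage genes. None of them was among its 10 leading genes, and it was left unnamed for its haemoglobin genes. It rose by 3.89 points, next to 3.56 points for all macrophages of this setting. With the unnamed clusters added and reclustered, the 3 subclusters led by fibro-macrophage genes rose by 7.26 percentage points in all, next to 5.76 points for all these macrophages. Among the alternatives that had unnamed clusters to add, at least 1000 genes and under 5% mitochondrial UMIs moved the 7.26 points most, to 0.701 points (0.147 to 1.25). Fibro-macrophages were named among these cells at resolution 1.0 for macrophages, as 3.16 points (2.70 to 3.65) next to the same 5.76 points. They were also named with libraries merged without integration, as 1.21 points (0.843 to 1.60) next to 1.11 points for all macrophages there.

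UMIs of the 4 matrix genes together were counted in the shallow macrophage-near cluster and in other cells of the mutant library. They came to 992 UMIs, 1076 CPM (1010 to 1146), in the shallow cluster and to 142 CPM (133 to 151) in M1-like macrophages, a ratio of 7.58 (6.92 to 8.30), or 2.92 on the log2 scale, where equal numbers of UMIs per droplet would give 3.42. The mean per droplet was 3.33 matrix UMIs in the shallow cluster and 4.70 in M1-like macrophages, a ratio of 0.709, but this order rests on a single M1-like droplet that held 306 of these UMIs. Without it M1-like macrophages had a mean of 3.17 per droplet and 96.3 CPM, and without the droplet with the most, which held 67, the shallow cluster had a mean of 3.11 and 1008 CPM. The median droplet held 2 in the shallow cluster and 1 in M1-like macrophages. In the WT library the matrix genes stood 4.56 times higher in CPM (3.62 to 5.69) in the 21 shallow cells than in M1-like macrophages, and the ratio per droplet was 0.967 (0.767 to 1.21). Neutrophils had 105 CPM of the matrix genes, B cells 84.4 and T cells 102. After thinning, 65.9% of shallow cells had a UMI of the matrix genes (80.5% before), against 12.2% of M1-like macrophages (61.1%), 25.0% of neutrophils (61.3%), 25.5% of B cells (39.5%) and 22.7% of T cells (47.7%). The thinned share of the shallow cluster rests on the 82 droplets deep enough, since 216 held fewer UMIs. Median depths were 27990 UMIs in M1-like macrophages, 4827 in B cells and 5111 in T cells. After thinning, the share of M1-like macrophages was thus below that of neutrophils, B cells and T cells, which is the background level, and before thinning it was above that of the shallower B cells and T cells. From the upregulation of these genes, the paper concludes that fibrosis-associated macrophages carry a program of fibrosis, matrix generation and tissue remodeling, and it states that they make up most of the gain in macrophages of the mutant TMJ.

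**Figure D2:**
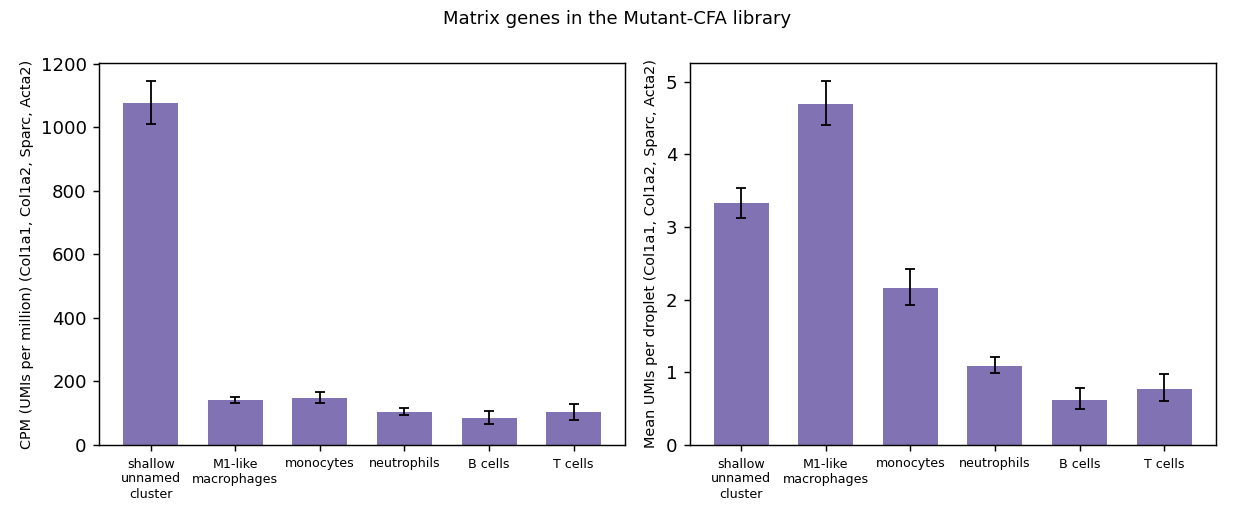
UMIs of Col1a1, Col1a2, Sparc and Acta2 together in 6 groups of cells of the mutant library, as CPM (left y axis) and as mean per droplet (right y axis), with exact Poisson 95% intervals as error bars. The shallow macrophage-near cluster is highest in CPM (1076 against 142 in M1-like macrophages) and its mean per droplet is 3.33 against 4.70 in M1-like macrophages, or 3.17 there without 1 droplet of 306 UMIs.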

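In the shallow macrophage-near cluster of the mutant library, C1qa (ENSMUSG00000036887) stood at 259 CPM (228 to 294), next to 286 (273 to 299) in M1-like and 3577 (3499 to 3657) in M2-like macrophages. B cells, which should lack C1qa, had 33.1 CPM. After thinning, 40.2% of the shallow cells had a C1qa UMI (29.6 to 51.7, 33.9% before thinning), against 21.9% of M1-like macrophages (52.0% before) and 3.19% of B cells (11.8% before).

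Il1b (ENSMUSG00000027398) stood at 1050 CPM (985 to 1119) in the shallow cluster, 1647 (1616 to 1678) in M1-like macrophages, 832 in monocytes and 332 in M2-like macrophages. Neutrophils, which express Il1b, had 2638 CPM and B cells had 323. A thinned Il1b UMI was present in 54.9% of the shallow cells (43.5 to 65.9, 43.3% before thinning) and 16.0% of B cells (16.8% before). Over all named macrophages, Il1b stood at 1341 CPM (1322 to 1359) in WT and 1492 (1473 to 1511) in the mutant, a log2 ratio of 0.15 (0.13 to 0.18), and the thinned share of cells was 61.4% and 62.2%.

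Col1a1 stood at 214 CPM (185 to 246) in the shallow cluster, 47.6 (42.5 to 53.2) in M1-like macrophages, 33.6 (27.8 to 40.3) in neutrophils and 35.3 in B cells. Its thinned share was 40.2% of the shallow cells (41.3% before thinning), 4.59% of M1-like macrophages (24.7%) and 8.51% of B cells (23.5%). The Col1a1 share of M1-like macrophages is thus at the background level, and that of the shallow cluster is above it. Of the subclusters made with the unnamed clusters added, the largest led by fibro-macrophage genes held 268 CPM of C1qa, 404 CPM of Il1b and 406 CPM of Col1a1 in its mutant cells.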

Fibrosis, characterized by excessive deposition of ECM components such as collagen, leads to tissue stiffening and impaired joint function, ultimately resulting in ankylosis, one of the end-stage phenotypes of TMJOA^36^. To confirm the pro-fibrosis status of the increased macrophage cluster, we performed Masson’s Trichrome Staining to characterize collagen deposition and reorganization. Under the same CFA-induced joint arthritis condition, mutant synovial tissues contained high levels of cross-linked collagen along with tissue reorganization when compared to controls (Fig. 5i-k). 

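The share of macrophages with Col1a1 gives a count that needs no subclusters. After thinning, at least 1 Col1a1 UMI was found in 36 of 677 named WT macrophages (5.32%, 3.75 to 7.29) and 49 of 754 named mutant macrophages (6.50%, 4.85 to 8.50), a difference of 1.18 percentage points (−1.31 to 3.64). Neutrophils, taken as the background, had Col1a1 UMIs in 10.9% of thinned WT cells and 7.09% of thinned mutant cells (26.7% of mutant cells before thinning), so both macrophage shares lie at the background level. At least 3 thinned Col1a1 UMIs were found in 0 WT macrophages and in 3 mutant macrophages (0.398%). Thinned to 1000 UMIs, the shares were 2.88% in WT and 5.35% in the mutant, a difference of 2.47 points (0.431 to 4.52). Without thinning the shares were 32.2% in WT and 27.7% in the mutant. Macrophages counted by C1q UMIs gave 7.28% in WT and 27.7% in the mutant, a difference of 20.4 points (16.4 to 24.1), and libraries merged without integration gave a difference of −1.67 points (−4.02 to 0.698). With unnamed clusters joined to the nearest type, an alternative chosen after the values were seen, the shares were 6.00% and 15.3%.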

Our scRNA-seq analysis revealed the expansion of macrophages including a new fibrosis- and ECM remodeling-related macrophage subpopulation, which might contribute to synovial tissue inflammation, stiffness, and lymphatic vessel remodeling in the mutant TMJ.

### Lymphatic deficiency exacerbates TMJ arthritis defects in mice.

Increased pain and inflammation prompted us to examine TMJ integrity in *Prox1^+/−^* lymphatic-deficient mice. To this end, we focused on previously characterized CFA-induced inflammatory TMJOA phenotypes, including cartilage remodeling, bone loss, synovitis, and increased OA score^3^. H&E staining was performed on joint paraffin sections at 2 weeks after CFA injection into WT control or *Prox1^+/−^* mutant TMJs. As shown in TMJ anterior regions, mutant mice had more severe synovial membrane hyperplasia (marked by red arrows) compared to control mice (Fig. 6a, c). Focusing on the posterior region, we found that mutant mice exhibited dense inflammatory infiltrates, with some areas forming large follicle-like aggregates (Fig. 5b). In contrast, control TMJs displayed less immune cell infiltration, as well as fewer and smaller follicle-like structures in the synovial tissues (Fig. 5b, d).

To examine the cartilage integrity, we performed H&E staining and found a relatively thinner and disorganized layer of fibrocartilage in mutant mice compared to controls (Fig. 6g). Consistently, Safranin-O staining showed more severe cartilage degeneration-like defects in mutant than control TMJs (Fig. 6g). We employed the Osteoarthritis Research Society International (OARSI) scoring system and found an increased OARSI score in mutant TMJs (Fig. 6i). These results suggest that lymphatic deficiency exacerbates the cartilage defects in arthritic TMJs. Next, we examined osteoblast and osteoclast phenotypes in the TMJ. Phenotypically unstable osteoarthritic chondrocytes pathologically express osteoblast genes such as *Runx2,* which indicates the aberrant cartilage remodeling^37^. There is a significant increase of Runx2-positive cells across the fibrocartilage and bone marrow regions in mutant compared to control TMJs (Fig. 6e, f). In addition, Cathepsin K-positive osteoclasts were robustly increased in mutant bone marrow compared to controls (Fig. 6h, j), suggesting the increased osteoclast activity as the potential underlying mechanism of bone loss in lymphatic-deficient TMJs. Together, these studies suggest that lymphatic deficiency leads to more severe synovitis and TMJ degeneration under arthritic conditions, establishing the causative relationship between lymphatic dysfunction and TMJ arthritis.

### Lymphatic promotion mitigates immune activation and orofacial pain in TMJ arthritis mouse models.

The VEGF-C ligand activates its LEC-enriched receptor VEGFR3 to enhance lymphatic growth and functions^12,38^. To promote lymphatic functions, we used the VEGF-C156S recombinant protein (refer to VEGF-C) with a Cys156 to Ser mutation, which yields a lymphangiogenesis-specific form of VEGF-C that specifically binds to VEGFR3^39^. We utilized a degradable, injectable, and sustainable hydrogel as the delivery vehicle of the VEGF-C protein (refer to *DishGef)* (Fig. 7a). This hydrogel is composed of A Gel and B Gel, both of which are liquid that can be mixed with VEGF-C protein thoroughly, followed by the intra-articular injection into the TMJ. Our *in vitro* experiments revealed that A gel and B gel solidify at ~5 minutes after their combination, allowing for the sustained TMJ retention and VEGF-C release to occur at a slow pace. CFA injection causes joint inflammation and swelling, which prevents us from doing a second injection of *DishGel.* Therefore, we injected VEGF-C-containing *DishGel*first, followed by intra-articular CFA injection 2 days later, which is technically feasible (Fig. 7a). IHC staining confirmed the lymphatic promotion after VEGF-C *DishGel* treatment, as evidenced by the increased Lyve1 and Vegfr3 double-positive and tube-like lymphatic vessels (Fig. 7d, g).

Longitudinal measurement showed that VEGF-C treatment significantly enhanced bite force in CFA-treated mice (Fig. 7b), suggesting of pain mitigation and improved TMJ functions. Similarly, the head withdrawal threshold was enhanced after the VEGF-C-containing *DishGel* treatment (Fig. 7c). These results suggest that VEGF-C-mediated lymphatic promotion mitigated pain behavior in TMJ arthritis mice. To examine how lymphatic promotion affects immune cells, we performed IHC staining of TMJ sections using antibodies against Cathepsin K to label osteoclasts and CD68 to label activated macrophages, respectively. VEGF-C treatment had a significant reduction of osteoclasts compared to controls (Fig. 7e, h). Similarly, CD68-labeled macrophages were reduced in VEGF-C-treated mice compared to controls (Fig. 7f, i). Together, these results suggest that lymphatic promotion by VEGF-C-containing *DishGel* decreased immune activation and led to pain mitigation in TMJ arthritic mice.

### Lymphatic promotion ameliorates joint degeneration in TMJ arthritis mouse models.

To examine whether lymphatic promotion by VEGF-C could reduce degenerative processes in our mouse model, micro-CT imaging was used to analyze bone architecture at 2 weeks after CFA intra-articular injection. There was a clear morphological change in the subchondral bone in VEGF-C groups compared to controls (Fig. 8a). VEGF-C-treated TMJs exhibited a significant increase in bone volume (bone volume over total volume, BV/TV) and in trabecular thickness (Fig. 8b, e), as well as a robust decrease in trabecular space and trabecular number (Fig. 8c, d). Therefore, VEGF-C-treated TMJ mitigated bone loss in CFA-induced TMJ arthritis mice, possibly due to decreased bone-absorbing osteoclasts as revealed in our previous analyses (Fig. 7e, h). Together, these results suggest that the prevention of subchondral bone loss in arthritic TMJs after lymphatic activation is likely due to decreased osteoclasts.

Next, we performed histopathology analyses to characterize synovitis and cartilage integrity. As exampled in the anterior region, VEGF-C-treated mice had less synovial membrane hyperplasia compared to controls (Fig. 8f, h). We focused on the posterior region and found that VEGF-C-treated mice exhibited less immune cell infiltration compared to controls (Fig. 8g, i). H&E staining and Safranin-O staining revealed that VEGF-C-treated TMJs have an improved cartilage integrity compared to controls (Fig. 8j, k), which is consistent with the OARSI score reduction after VEGF-C-mediated lymphatic promotion in TMJ arthritic mice (Fig. 8l). Together, these findings suggest that lymphatic promotion mitigates synovitis and joint degeneration in TMJ arthritic mice.

## DISCUSSION

Here we identified a synovial lymphatic system in the TMJ. Using TMJ arthritis mouse models, we found that lymphatic vessels undergo extensive lymphangiogenesis and remodeling coupled with lymphatic drainage function disruption during the progression of joint arthritis with pain. Lymphatic dysfunction exacerbates TMJ arthritis and pain likely due to induced interstitial fluid retention and fibro-macrophage activation, which collectively contribute to worsen inflammation, leading to nociceptive activation, pain sensation, and joint degeneration.

We identified lymphatic vessels, mapped their anatomical locations, and characterized their structure and function in TMJs under pathophysiological conditions. We utilized *Prox1-EGFP* genetic mice, coupled with immunolabeling with Lyve1 and Vegfr3 to mark lymphatic vessels, followed by tissue clearance, 3D volume imaging, and imaging reconstruction in control and arthritic TMJ mouse models. Lymphatic vessels are primarily localized at TMJ synovial tissues, where they are adjacent to Cx3cr1-labeled resident macrophages. Consistently, arthritic TMJ displayed robust lymphangiogenesis and lymphatic vessel remodeling, resulting in elongated and tube-like vessels, which is likely attributed to macrophage expansion and their secretion of VEGF-C. In turn, VEGF-C can activate VEGFR3 in LECs and lead to an increase in lymphatic vessel growth. These findings are consistent with previous reports describing lymphatic remodeling and increased lymphangiogenesis under inflammatory conditions^14,34^. Despite their growth, these lymphatic vessels in arthritic TMJs are compromised and dysfunctional, as evidenced by the aberrant expression of inflammatory LEC marker Ptx3, impaired synovial interstitial efflux, and damaged lymph node drainage functions. Future studies should examine lymphatic permeability, contractility, and the transition between lymphatic button and zipper junctions in arthritic TMJs.

Our functional studies showed that the TMJ lymphatic network plays critical roles in regulating fluid homeostasis and immune response. This observation is consistent with findings in knee joints, where lymphatic vessels function to drain cavity space fluid, interstitial fluid, macromolecules, and immune cells, thus preventing inflammation and joint degeneration^29,40,41^. Beyond joint degeneration, our studies found that lymphatic dysfunction exacerbates pain behavior, which is barely examined in previous lymphatic studies of joint. In the *Prox1^+/−^* lymphatic malfunction mice, lymphatic deficiency leads to increased expression of *IL-1β*^+^Iba1 ^+^ macrophages and *IL-1β*^+^Ly6b^+^ neutrophils around the TMJ, which might yield more pro-inflammatory mediators or immune cell infiltration^42,43^. In addition, *Prox1^+/−^* mice displayed more severe arthritic pathological features, including synovitis, subchondral bone remodeling, cartilage degeneration, and fibrosis than control mice under the same CFA treatment. In our lymphatic gain-of-function studies, hydrogel-mediated delivery of VEGF-C to the TMJ alleviated pain behaviors and reduced immune cell activation. Micro-CT and histological analyses further revealed less subchondral bone loss, decreased synovitis, and improved cartilage integrity. Together, these studies established the causative relationship between lymphatic dysfunction and TMJ degeneration with orofacial pain in our TMJ arthritis mouse models. It is important to investigate how lymphatic vessel remodeling and dysfunction in inflammatory TMDs occur in other types of TMJ disorders, such as mechanical and injury models of TMDs.

Our studies identified impaired interstitial fluid flow and induced fibro-macrophage activation as the key underlying mechanisms for TMJ degeneration and pain TMJ arthritis mouse models. Our findings suggest that in response to inflammation, lymphatic vessels remodel and grow to enhance the drainage functions for removing inflammatory mediators from the interstitial tissues. After reaching a certain threshold in the transition from physiological to pathological, lymphatic vessels are impaired in both structure (Ptx3 inflammation) and function (interstitial efflux and lymph node drainage). As a result, inflammatory mediators cannot be effectively removed and are trapped in the interstitial synovial tissues, which in turn impair lymphatic vessels while also activating nociceptors. Our study on lymphatics in the TMJ provides experimental evidence and validates the previous hypothesis of impaired lymphatic drainage and interstitial inflammatory stasis in pain^44^. Not only are inflammatory mediators ineffectively removed, but their generation actually increases due to the rise in fibrosis-associated macrophages. Our scRNA-seq identified a cluster of fibro-macrophages, which are highly enriched with ECM proteins (Col1a1, Col1a2) and pro-inflammatory cytokines (*IL-1β*), and are the most increased macrophage subset after lymphatic dysfunctions. These stromal-interacting macrophages may be protective early on but progress towards fibrosis and stiffness if chronically activated as suggested by their gene expression profile. 

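Of the subclusters of named macrophages, M1-like macrophages changed most in their share of all cells. They fell by 2.67 percentage points from WT to mutant, the unnamed subcluster of median depth 4137 UMIs rose by 0.669 points, and the unnamed subcluster led by haemoglobin and gland genes rose by 0.617 points. M2-like macrophages rose by 0.0602 points. With the unnamed clusters nearest to macrophages added, a subcluster with muscle genes among its leading genes rose most, by 4.08 points. It went from 0.276% (0.143 to 0.481) of WT cells to 4.36% (3.85 to 4.92) of mutant cells. The fibro-macrophage list scored highest of the subsets in it, but no gene of the list was among its leading genes. The other subclusters in which this list scored highest rose by 1.66 and 1.51 points.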

Using Masson’s Trichrome Staining, we observed severe collagen deposition and fibrotic tissue accumulation in lymphatic-deficient synovial tissues. Our finding is consistent with previous reports of fibrosis as a critical feature in joint degeneration, leading to stiffness, pain, and impaired function^45,46^. The excessive and abnormal deposition of ECM, characterized by increased dense and cross-linked collagen fibrils, disrupts the normal biomechanical environment necessary for joint homeostasis, leading to loss of tissue elasticity and joint mobility^36,47^.

Our studies provide therapeutic implications for targeting lymphatics to mitigate inflammatory TMJ degeneration and pain. Our hydrogel-based *DishGel* delivery of VEGF-C-activated lymphatic growth and mitigated arthritis pathologies and orofacial pain, which provides a feasible and reliable method of functional perturbation of the lymphatic system in the TMJ. It should be noted that our VEGF-C treatment occurred prior to CFA lesion, therefore, lymphatic promotion happened before the onset of TMJ arthritis. We demonstrated that promoting healthy lymphangiogenesis is beneficial in TMJs. The decision of whether the lymphatic system should be activated or inhibited for treatment of TMDs depends on its pathophysiological stage. For example, it has been reported that lymphangiogenesis mediates renal inflammation and fibrosis^48^, which suggests the detrimental effects of pathological lymphangiogenesis. Future studies should investigate the effects of lymphatic activation or inhibition on specific stages and types of TMDs after the phenotype manifestation.

## MATERIALS AND METHODS

### Mouse models.

The C57BL/6J (JAX#000664) mice were obtained from Jackson Laboratory. *Prox1-*EGFP and *Prox1*^*+/−*^ were from Dr. Young-Kwon Hong laboratory. Animals were housed with regulated humidity, temperature, and a 12-hour alternating light-dark environment. Animals were euthanized by carbon dioxide inhalation, with cervical dislocation performed immediately afterward to confirm death. Pain behavioral studies used female mice due to inherent differences between sexes in nociceptive sensitivity, with higher TMJ pain incidence and levels in females. All studies were performed with the approval of the Institutional Animal Care and Use Committee of the University of Southern California.

### CFA intra-articular injection.

The TMJ injection area was identified by palpating the zygomatic arch. A depression located approximately 2 mm anterior to the external auditory canal, beneath the posterior part of the zygomatic arch, served as the anatomical landmark. The needle was inserted until its tip contacted the bone, roughly 2 mm below the surface. Subsequently, 10 μL of CFA (Chondrex, Inc; concentration 5 mg/mL) or fluorescently labeled Ovalbumin (OVA-647; Thermo Fisher; concentration 0.5 mg/mL) were slowly injected into each TMJ capsule. Following injection, the needle was held in place for at least 5 seconds before careful withdrawal. The control group mice underwent bilateral injections using sterile PBS (10 μL per capsule).

### Nociceptive behavior assessment.

Before behavioral testing, mice were habituated in the behavior room for at least 1 hour. Baseline measurements of bite force and head withdrawal thresholds were recorded during a 3-day pre-training phase, prior to intra-articular injections of PBS or CFA. After training, mice typically initiate biting behavior within 10 seconds after exposure to the bite force sensor. Mice that failed to bite spontaneously within 10 seconds after 3 days of training were excluded from the experiment. To measure bite force, each mouse was gently restrained in a modified 50 mL plastic tube, allowing free and comfortable head movement of testing mice. A bite force sensor (YFM-1-100, measurement range 0-100 N) was connected to the NBIT RSD-V2.6.3 software via an NST2000 data acquisition system (Nanjing Shen-yuan-sheng Intelligent Technology Co.) for measuring bite force. The voluntary bite force was recorded over a period of 2 minutes per session, and the five strongest bite amplitudes were averaged to determine the final bite force value.

Head withdrawal thresholds were measured using an electronic von Frey analgesiometer. Mice were habituated for at least 1 hour in wire mesh cages placed within the behavior room prior to testing. The von Frey filament was applied perpendicularly to the TMJ region, and the head withdrawal threshold was defined as the minimum force required to elicit a head withdrawal response. Measurements were conducted for at least five individual trials per animal, separated by 10-second intervals, during approximately 2 minutes of restrained positioning. Threshold values from each trial were averaged to get the final head withdrawal threshold. The detailed bite force and Von Frey assays for TMJ pain were described in our recent video publication^35^.

### Micro-CT (μCT) analysis.

Micro-CT live imaging was performed on a Scanco Medical *μ*CT 50 scanner (Scanco Medical, Switzerland) at the University of Southern California Molecular Imaging Center (90 kVp, 78 μA, 10 μm pixel size). AVIZO 9.4.0 (Thermo Fisher Scientific) was used to perform 3D reconstruction of the TMJ. The microarchitecture parameters of the subchondral bone, including bone volume over total volume (BV/TV), trabecular spacing (TbSp), trabecular thickness (TbTh), and trabecular number (TbN) were analyzed using VGStudio Max3.3 (Volume Graphics, Inc., USA). For each sample, three spherical regions of interest (ROI) with a radius of 0.1 mm were selected at the midpoints of the anterior, middle, and posterior condyle for all measurements. Each dot in the graph quantification represents one sample (n). Student’s t-test was used for statistical analysis. A significance level was set at a *p*-value of 0.05.

### Histology analysis.

The TMJs from mice were dissected, fixed, and processed through decalcification and washing steps. Subsequently, tissues were dehydrated through a graded ethanol series, cleared with xylene, and embedded in paraffin for sectioning. Histological sagittal sections of the TMJs in 5 μm were used to detect histological changes in joints. The severity of the cartilage degeneration of TMJ samples was assessed using Hematoxylin and Eosin (H&E) and Safranin-O staining, according to a modified Osteoarthritis Research Society International (OARSI) scoring system^3,49^. Scores ranged from 0 to 6 points, with 0 representing intact and continuous cartilage surface, evenly distributed matrix, properly oriented chondrocytes with clear boundaries, and no signs of proliferation or cell death. A higher OARSI score is calculated by the degree of unclear borders between cartilage and subchondral bone, uneven cartilage surfaces, and decreased hypertrophic layer thickness. Synovitis was quantified based on the severity of synovial lining hyperplasia and immune cell infiltration. Synovial lining hyperplasia was graded on a scale from 0 to 2. Synovial membrane staining was graded as follows: 0 for 1–3 layers, 1 for 4–6 layers, and 2 for more than 7 layers. Inflammation was graded based on the severity of inflammatory cell infiltration: 0 for no infiltrates, 1 for a few perivascular lymphocytes or plasma cells, 2 for numerous lymphocytes or plasma cells occasionally forming follicle-like aggregates, and 3 for a dense band-like infiltrate or multiple large follicle-like aggregates. Collagen deposits were evaluated using Masson’s Trichrome Staining (Trichrome Stain Kit - Masson's, Statlab, #204183) on 5 μm paraffin sections. Cytoplasm, muscle fibers, and keratin were stained in shades of pink to red, while collagen fibers appeared blue.

### Immunostaining.

TMJ and lymph node sections were prepared for immunofluorescence staining following standard protocols. Lymph nodes were harvested from the neck region and fixed in 4% PFA at 4°C overnight. The samples were then dehydrated in 30% sucrose at 4°C overnight, followed by a 1:1 mixture of 60% sucrose and OCT (Tissue-Tek, Sakura) at 4°C overnight. Tissues were then embedded in OCT on dry ice and sectioned at a thickness of 8 μm. For TMJ cryosections, samples were decalcified in 14% EDTA for at least 10 days, followed by gradual dehydration in 30% sucrose overnight and in a 1:1 mixture of 60% sucrose and OCT at 4°C overnight. The samples were then embedded in OCT, frozen on dry ice, and sectioned at a thickness of 14 μm using a cryostat (Leica CM1850).

Antigen unmasking solution (Vector, H-3300) was used for antigen retrieval. The primary antibodies included Lyve1 (Invitrogen, 14-0443-82), Vegfr3 (R&D, AF743), Cathepsin K (CTSK; 11239-1-AP), Iba1 (FujiFilm, 019-19741), CD68 (Bio-Rad, MCA1957GA), Runx2 (Cell Signaling, 12556), Ptx3 (Invitrogen, PA5-36156), and Ly6b (Bio-Rad, MCA771GT). And Alexa Fluor 488/568/647 (Invitrogen) were used as secondary antibodies. DAPI (Invitrogen; Cat# 62248) was used for nuclear staining. The percentage of positive immunofluorescence signals and area fractions were analyzed using Image J software/Adobe Photoshop. Quantification was performed using three to five sections per mouse. Each dot in the graph represents the mean value of an individual mouse within the group. At least three mice were used for each group or genotype.

### RNAscope staining.

Sample preparation and RNAscope staining were conducted following the standard ACD protocol using the RNAscope^®^ Multiplex Fluorescent Reagent Kit v2 (Cat. No. 323100). Mm-Il1β (316891-C1) probe was used in this study. A negative control probe (Cat. No. 320871) was used for staining and imaging to minimize background signal. RNAscope staining was quantified using ImageJ at 20x magnification and analyzed according to ACD scoring guidelines. At least three mice from independent litters were used for this study.

### CUBIC clearing.

Animals were administered an intra-articular injection of OVA-647. One hour later, samples were collected following the steps below. Following anesthesia, the animals underwent transcardiac perfusion with cold PBS, followed by 4% PFA. The dissected TMJs were further fixed with 4% PFA at 4°C overnight. After thorough rinsing with cold PBS, the samples were decalcified in 20% EDTA (pH 7.4) for 7 days. Subsequently, the decalcified TMJs were dehydrated in 30% sucrose, followed by incubation in a 1:1 mixture of 60% sucrose and OCT. TMJ tissues were then rapidly frozen in Tissue-Plus O.C.T. compound, followed by sectioning at a thickness of 100 μm using a cryostat (Leica, Cat. #CM1950). Slides were processed using the CUBIC tissue clearing method. Samples were first washed three times with PBST, followed by incubation in Tissue-Clearing Reagent CUBIC-L (TCI, T3740) at 37°C for 2 days. After three additional PBST washes, tissues were incubated with Lyve1 and Vegfr3 primary antibodies at 4°C for 48 hours. The samples were then washed three times with PBST at room temperature before being incubated with secondary antibodies at 4°C for 24 hours. Finally, the tissues were immersed in Tissue-Clearing Reagent CUBIC-R (TCI, T3741) overnight at 37°C until they became transparent. Slides were mounted using CUBIC-R solution for imaging.

Lymph node clearing was performed using the same CUBIC protocol as described above. Briefly, animals received OVA-647 injections and were sacrificed at 5 minutes or 1 hour post-injection for tissue collection. Accessory mandibular lymph nodes were isolated and fixed in 4% PFA overnight. Following washes with PBS, the samples were incubated in CUBIC-L solution at 37°C for a minimum of 3 days. After PBS washing, the attached membrane was carefully removed under the microscope. Lymph node nuclei were stained with PI at a 1:1000 dilution, resulting in a pink-to-red coloration after 48 hours. The samples were then washed with PBS before incubation in CUBIC-R for 2 days. Finally, lymph nodes were mounted in CUBIC-R solution on a confocal imaging plate.

### iDISCO tissue clearing.

TMJ samples were post-fixed with 4% PFA/PBS at 4°C overnight and washed twice with PBS for 1 hour each. After rinsing with PBS, the samples were decalcified in 20% EDTA for 7 days. Then, samples were gradually dehydrated through two sequential incubations in 30% ethanol (prepared in ddH_2_O) for 1 hour each followed, by two changes of 50%, 80%, and 100% ethanol, with each step lasting 1 hour. Samples were then treated overnight at 4°C with 5% H_2_O_2_ (Sigma, H1009), followed by progressive rehydration through a graded ethanol-to-water series. Next, samples were incubated in a cold permeabilization solution composed of 25% (w/w) urea, 15% (w/w) glycerol, 15% (w/w) Triton X-100, and 45% (w/v) double-distilled water at 4°C for 5 hours. This was followed by enzyme-mediated digestion using 0.2% (w/v) collagenase (Merck, 10,103,578,001) in PBS at 37°C for 30 minutes under continuous shaking. Samples were then washed twice for 5 minutes each using a solution containing 2% (v/v) FBS (Sigma-Aldrich, F7524) in PBS on a rocking shaker. For the staining, samples were transferred to a fresh blocking solution composed of 10% (v/v) donkey serum (Abcam, ab7475), 10% (v/v) DMSO (Sigma-Aldrich, D5879), and 0.5% (v/v) Triton X-100 in PBS and incubated at 37°C for 20 minutes. After the blocking, tissues were treated with VEGFR3 and GFP primary antibodies (Rockland, 48776) prepared in an antibody dilution buffer containing 2% (v/v) donkey serum, 10% (v/v) DMSO, and 0.5% (v/v) Triton X-100 in PBS. The samples were incubated overnight at 37°C with gentle agitation at 120 rpm, PBS wash, and 2nd antibody treatments. Lastly, tissues were dehydrated using a gradient of ethanol concentrations (30%, 50%, and 80%) for 30 minutes each, transferred to pure methanol for 1 hour, and washed twice with ethyl cinnamate (ECi) (Sigma-Aldrich, 112372) for 5 minutes per wash. Subsequently, tissues were incubated in a clearing solution composed of 80% (v/v) ECi and 20% (v/v) polyethylene glycol (PEG) (Sigma, 447943) under gentle rotation at room temperature for 30–60 minutes before imaging.

### Confocal imaging and imaging process.

Cleared TMJ and lymph node samples were imaged using a Leica STELLARIS 5 confocal microscope. Imaging was performed with a 10x/NA0.3 objective lens (2 mm working distance) and a 63x/NA1.40 objective lens (200 μm working distance). LAS X Life Science Microscope Software (version 1.4.6) was used for image acquisition. The microscope was equipped with fixed laser wavelengths at 405 nm, 488 nm, 561 nm, and 633 nm. Scans were conducted at a zoom factor of 0.75x, utilizing either the 10x/NA0.3 or 63x/NA1.40 objective lens, with a step size of 1 μm under continuous scanning in the 488 nm, 561 nm, and 633 nm channels. To improve visual representation, gamma correction was applied to raw data from the confocal microscope. ImageJ (NIH, http://imagej.nih.gov/ij) was used for file format conversion, while Bitplane Imaris (http://www.bitplane.com/imaris/imaris, version 10.1.1) facilitated 3D reconstructions, manual annotations, quantification, and video generation.

### Library preparation and Single-Cell RNA Sequencing (scRNA-Seq).

TMJ tissues were carefully dissected from WT or *Prox1*^*+/*^ mice after CFA treatment, finely minced in a tissue suspension medium consisting of Minimum Essential Medium (MEM) with 2% FBS, placed in a fresh centrifuge tube containing 10 mL of digestion medium (Collagenase P, 1 mg/mL; Dispase II, 2 mg/mL), and incubated at 37°C under continuous rotation for 25 minutes. Following digestion, tissues were resuspended in suspension medium and centrifuged at 500 g for 10 minutes at 4°C, after which the supernatant was discarded. The pellet was then resuspended in 4 mL of DNase I solution (2 U/mL in MEM) and incubated at 37°C for 10 minutes. To facilitate tissue dissociation, suspension medium was added, and samples were gently pipetted on ice. After thorough dissociation, the suspension was filtered through a 70-μm nylon mesh, followed by centrifugation at 4°C for 10 minutes. Cells were loaded into the 10x Chromium system, aiming for a recovery of 10,000 cells. Library construction was carried out according to the Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (Dual Index) protocol provided by the manufacturer. Sequencing was performed using the NovaSeq X Plus platform.

### scRNA-seq analysis.

Raw read quality control was conducted using 10x Genomics Cell Ranger 7.0.1. Sample alignment to the reference genome GRCm38 (mm10), read quantification, and barcode filtering were performed with Cell Ranger Count. Data preprocessing and analysis were carried out in Seurat version 4.9.9. Cells were retained if they contained at least 500 detected genes and exhibited < 10% mitochondrial content. Normalization was conducted using the SCTransform method. PBS and CFA datasets were integrated via the FindIntegrationAnchors function. Principal component analysis (PCA) was performed, selecting the top 200 principal components for dimensionality reduction using the Uniform Manifold Approximation and Projection (UMAP) algorithm. Clustering was executed with the FindClusters function at a resolution of 1.5. Marker gene identification was performed by comparing each cluster against all others using the FindAllMarkers function, with a log-fold change threshold of 0.25 and inclusion criteria of > 25% cells expressing the gene.

## Figures and Tables

**Figure 1:**
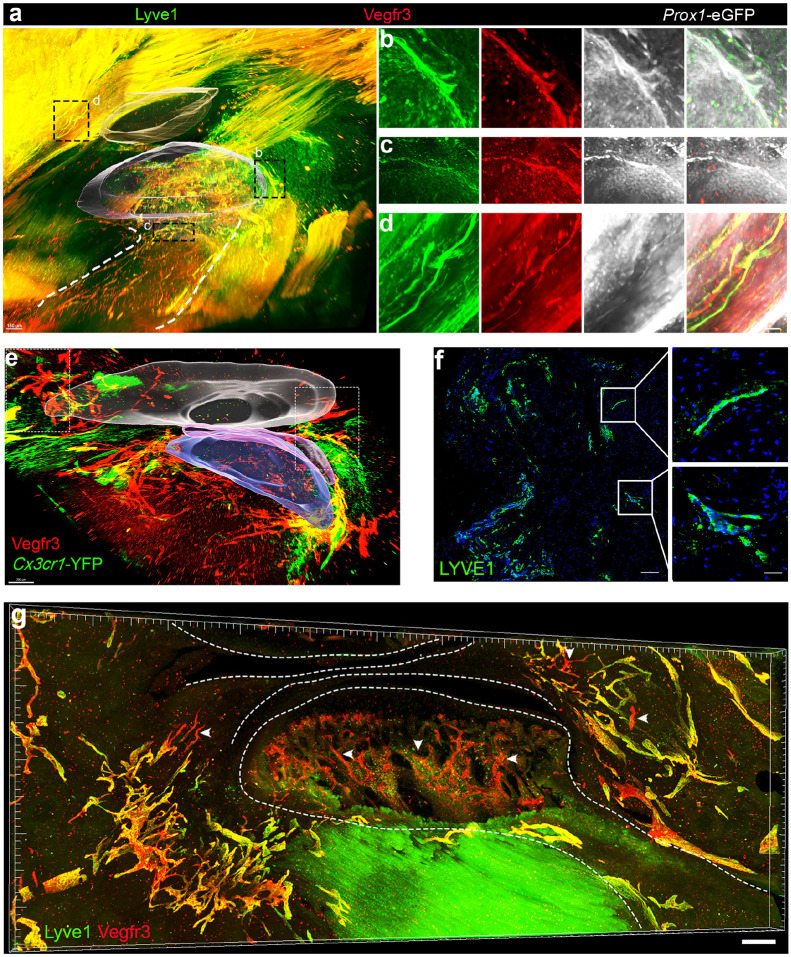
Identification of lymphatic vessels in TMJ. (a) Confocal imaging of cleared TMJ stained with antibodies against Lyve1 (green), Vegfr3 (red), and GFP (white) from adult *Prox1-*EGFP mice. Scale bar: 150 μm. (b-d) High magnification images of the lymphatic vessels in the representative posterior synovial tissue region (b), deep inner region (c), and surrounding muscle (d). Scale bars: 50 μm. (e) Confocal imaging of tissue cleared TMJ stained with Vegfr3 and YFP from adult *Cx3cr1-*YFP mice. Scale bar: 200 μm. (f) Immunofluorescence imaging of human TMJ synovial sections stained with antibodies against LYVE1 (green). DAPI stains nuclei (blue). Scale bars: 100 and 10 μm. (g) Confocal imaging of the 100 μm TMJ section after CUBIC clearing stained with antibodies against Lyve1 and Vegfr3 from WT mice at 3 weeks post-CFA injection. White arrowheads point to Vegfr3+;LYVE1− blood vessels in condyle bone marrow and synovial tissues. Scale bar: 200 pm.

**Figure 2:**
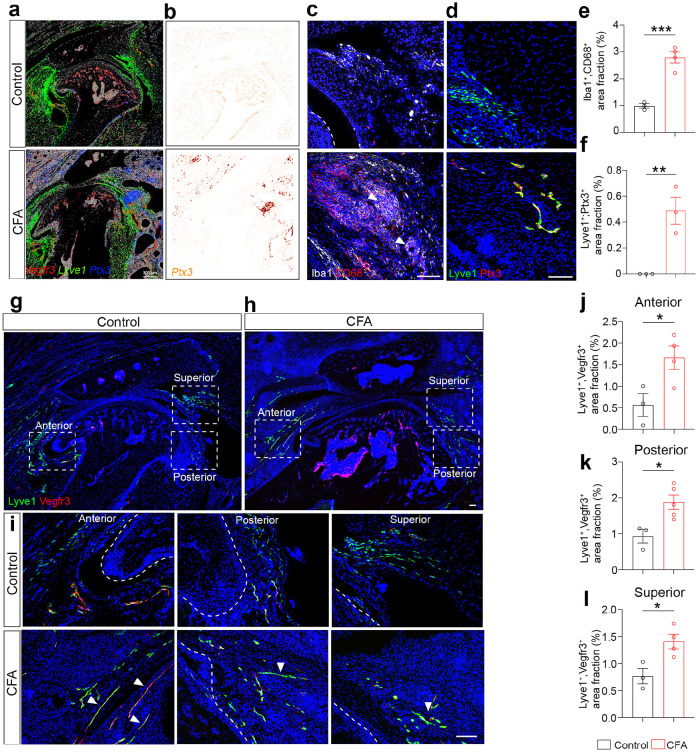
Lymphangiogenesis and lymphatic vessel remodeling are coupled with inflammation in arthritic TMJ. (a,b) seqFISH images of TMJs stained with RNA probes *Vegfr3* (red), *Lyve1* (green), and *Ptx3* (blue or grey). Scale bar: 300 μm. (c, d) Immunofluorescence imaging of the superior regions of TMJ sagittal sections stained with antibodies against Iba1 (white) and CD68 (red), as well as Lyve1 (green) and Ptx3 (red). DAPI stains nuclei (blue). White arrowheads denote Iba1 and CD68 double-positive regions. Scale bars: 50 μm. (e, f) Quantification of the area fraction of Iba1^+^ and CD68^+^ double-positive macrophages or Lyve1^+^ and Ptx3^+^ double-positive inflammatory lymphatic vessels in the superior area. (g-i) Confocal imaging of TMJ sagittal sections stained with antibodies against Lyve1 (green) and Vegfr3 (red). DAPI stains nuclei (blue). Scale bars: 100 μm. Images in i are enlargements of dashed box regions of TMJ in g-h at the anterior, posterior, and superior regions. White arrowheads denote elongated and tube-like lymphatic vessels. Scale bars: 50 μm. (j-l) Quantification of the area fraction of Lyve1^+^ and Vegfr3^+^ lymphatic vessels in the different TMJ areas. All data are represented as mean ± SEM calculated by Student’s *t*-test, n ≥ 3 mice, **p<0.01, ***p<0.001.

**Figure 3:**
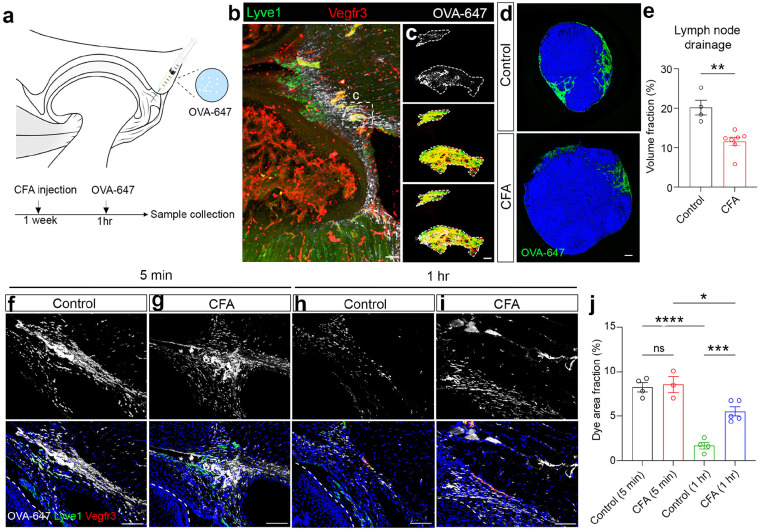
Lymphatic functions are impaired in mouse arthritic TMJ. (a) Diagram of TMJ lymphatic drainage experiment. (b, c) Confocal imaging of the sagittal section (Z-stack of 100 μm) of adult mouse TMJ stained with antibodies against Lyve1 (green) and Vegfr3 (red) after intra-articular injection of OVA-647 (white). DAPI stains nuclei (blue). Scale bars: 100 and 50 μm. High-magnification images in c represent the lymphatic absorption of OVA-647 proteins. (d) Immunofluorescence imaging of sections of the accessory mandibular lymph nodes with the drainage of OVA-647. Scale bar: 100 μm. (e) Quantification of the volume fraction of OVA-647 dyes in the lymph nodes. (f-i) Immunofluorescence imaging of sagittal TMJ sections stained with antibodies against Lyve1 (green) and Vegfr3 (red) after OVA-647 (white) dye injection into the superior region of TMJ. DAPI stains nuclei (blue). Scale bars: 50 μm. (j) Quantification of the area fraction of OVA-647 dyes in the superior region of TMJ. All data are represented as mean ± SEM calculated by Student’s *t*-test or one-way ANOVA with Tukey post hoc tests, n ≥ 3 mice, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 4:**
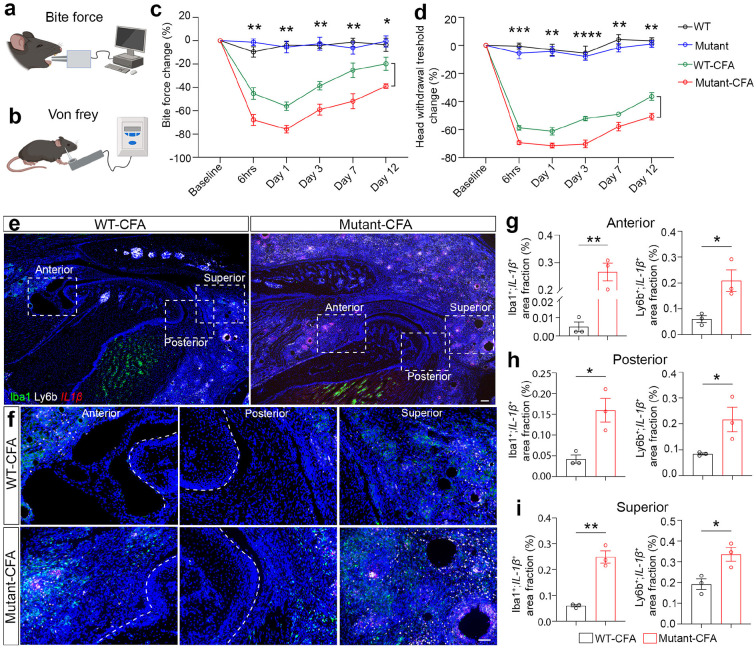
Lymphatic deficiency exacerbates synovial inflammation and pain behavior in TMJ arthritis mice. (a, b) Diagram of bite force and von Frey filament measurement. (c) Quantification of relative bite force values. n = 6 mice (WT), n = 7 mice (*Prox1^+/−^* Mutant), n = 12 (WT-CFA), n = 8 (*Prox1^+/−^* Mutant-CFA). (d) Quantification of head withdrawal threshold measurement. n = 6 mice (WT), n = 7 mice (*Prox1^+/−^* Mutant), n = 12 (WT-CFA), n = 8 (*Prox1*^*+/−*^ Mutant-CFA). (e, f) Combined RNAscope of *IL-1/β* (red) and immunofluorescence staining of Ly6b (white) and Iba1 (green) in different regions surrounding TMJ. DAPI stains nuclei (blue). Scale bars: 100 μm. Images in f are enlargements of dashed box regions in e. Scale bars: 50 μm. (g-i) Quantification of the area fraction of *IL-1β^+^* and Iba1^+^ macrophages as well as *IL-1β^+^* and Ly6b^+^ neutrophils at anterior, posterior, and superior regions of TMJ. All data are represented as mean ± SEM calculated by Student’s *t*-test, n ≥ 3 mice, *p<0.05 and **p<0.01.

**Figure 5:** scRNA-Seq analysis reveals fibro-macrophage cell expansion in lymphatic deficient TMJ arthritis. (a) Schematic diagram of single-cell analysis. (b) UMAP visualization of major cell types highlighted with different colors in TMJ. Black arrowhead indicates increased macrophage population in mutant TMJ. (c) Proportion of each cell cluster in mutant group vs. control. (d) UMAP plot of macrophage-like immune cells reveals four subclusters, including M1 macrophages, Fibro-macrophages, M2 macrophages, and monocytes. (e) UMAP plot of macrophage-like immune cells for both control (red) and mutant (blue). (f) Volcano plot analysis of up- and down-regulated genes in fibro-macrophages compared to M1 macrophages. (g) Heatmap of signature genes in different macrophage cell clusters. (h) Feature plots showing the expression of *C1qa* (Macrophages), *Il-1β* (Inflammatory cytokines), and *Col1a1* (ECM), whose co-expression indicates the inflammatory and fibrosis-related fibro-macrophage expansion in lymphatic-deficient TMJ. (i) Brightfield imaging of sagittal sections stained with Masson’s Trichrome Staining in the superior regions of TMJ. Scale bar: 50 μm. (j, k) Quantification of the area fraction of collagen deposits in the superior area of TMJ.

**Figure 6:**
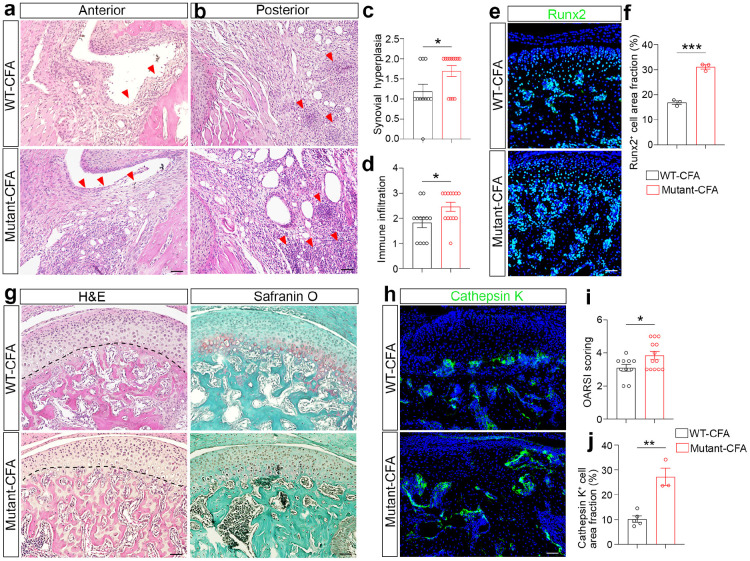
Lymphatic deficiency exacerbates TMJ arthritis defects. (a, b) H&E staining of sagittal TMJ sections after the intra-articular injection of CFA into WT and *Prox1^+/−^* mutant mice. Red arrows in image a denote hyperplastic epithelial lining in the anterior area of TMJ. Red arrowheads in image b denote immune cell infiltration in the posterior area of TMJ. Scale bars: 50 μm. (c, d) Quantification of TMJ synovitis evaluated by Synovitis Scoring System with two assessment criteria, including synovial hyperplasia (c) and immune cell infiltration (d). (e, h) Immunofluorescence imaging of sagittal TMJ sections stained with antibodies against Runx2 or Cathepsin K. DAPI stains nuclei (blue). Scale bars: 50 μm. (f, j) Quantification of the area fraction of Runx2^+^ cells or Cathepsin K^+^ cells in the TMJ condyle. (g) H&E staining and Safranin-O staining of sagittal TMJ sections. Scale bars: 50 μm. (i) Quantification of Osteoarthritis Research Society International score in TMJs. All data are represented as mean ± SEM calculated by Student’s *t*-test, n ≥ 3 mice, *p<0.05, **p<0.01, ***p<0.001.

**Figure 7:**
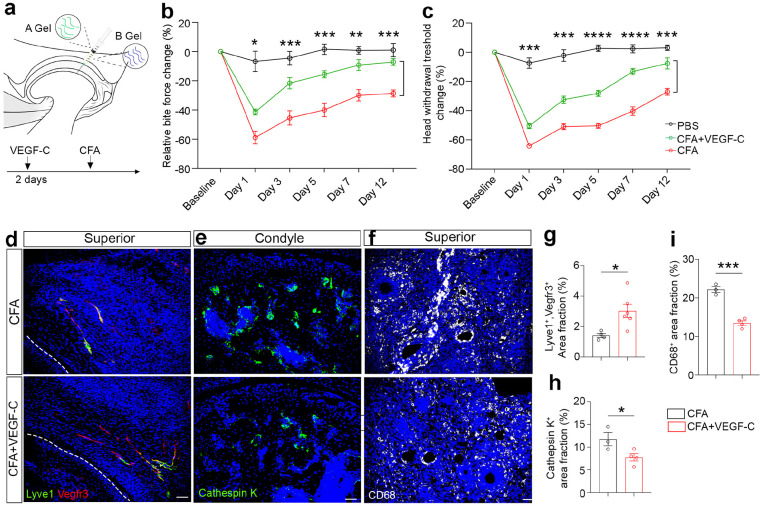
Lymphatic promotion mitigates immune activation and orofacial pain in TMJ arthritis mouse models. (a) Diagram of VEGF-C treatment experiment. (b) Quantification of relative bite force values at different time points. n = 10 mice (PBS), n = 10 mice (CFA), n = 14 (CFA + Hydrogel + VEGF-C). (c) Quantification of head withdrawal threshold measurement at different time points. n = 10 mice (PBS), n = 10 mice (CFA), n = 14 (CFA + Hydrogel + VEGF-C). (d-f) Immunofluorescence staining of TMJ sagittal sections using antibodies against Lyve1 (green) and Vegfr3 (red), Cathepsin K (green), or CD68 (white). DAPI stains nuclei (blue). Scale bars: 50 μm. (g-i) Quantification of the area fraction of Lyve1^+^ and Vegfr3^+^ lymphatic vessels, Cathepsin K^+^ osteoclasts, or CD68^+^ macrophages. All data are represented as mean ± SEM calculated by Student’s *t*-test, n ≥ 3 mice, *p<0.05, ***p<0.001.

**Figure 8:**
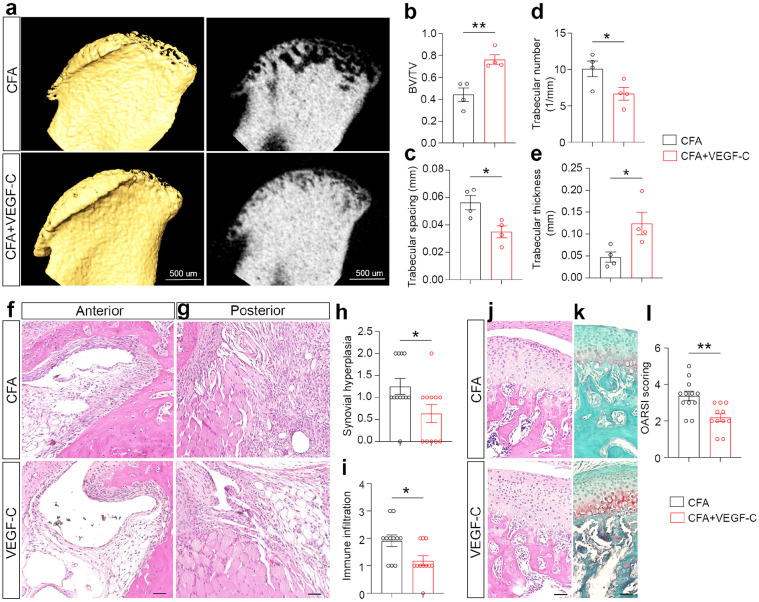
Lymphatic promotion ameliorates joint degeneration in TMJ arthritis mouse models. (a) Micro-CT imaging of the mandibular condyle. Scale bars: 500 μm. (b-e) Quantification analysis of microarchitecture parameters of the subchondral bone. BV/TV: bone volume/total volume; 1/mm: 1 trabecular number per mm region. (f, g) H&E staining of TMJ sagittal sections. Note that VEGF-C-treated mice presented less synovitis, including less hyperplastic epithelial lining and less immune cell infiltration. Scale bars: 50 μm. (h, i) Quantification of TMJ synovitis evaluated by the Synovitis Scoring System with two assessment criteria: synovial hyperplasia (h) and immune cell infiltration (i). (j, k) H&E staining and Safranin-O staining of TMJ sagittal sections. Scale bars: 50 μm. (l) Quantification of Osteoarthritis Research Society International score in TMJs. All data are represented as mean ± SEM calculated by Student’s *t*-test, n ≥ 3 mice, *p<0.05, **p<0.01.

## Data Availability

The scRNA-seq data generated in this study have been deposited in GEO under accession number GSE295404. Source data are provided with this paper.

## References

[1] ScrivaniSJ, KeithDA, KabanLB (2008) Temporomandibular disorders. N Engl J Med 359:2693–270519092154 10.1056/NEJMra0802472

[2] ValesanLF, Da-CasCD, RéusJC, DenardinACS, GaranhaniRR, BonottoD, JanuzziE, de SouzaBDM (2021) Prevalence of temporomandibular joint disorders: a systematic review and meta-analysis. Clin Oral Invest 25:441–45310.1007/s00784-020-03710-w33409693

[3] JariyasakulrojS, ShuY, LinZ, ChenJ, ChangQ, KoP-F, ChenJ-F (2025) Mapping cell diversity and dynamics in inflammatory temporomandibular joint osteoarthritis with pain at single-cell resolution. JCI insight 1010.1172/jci.insight.184379PMC1194858939927459

[4] AlstergrenP, PiggM, KoppS (2018) Clinical diagnosis of temporomandibular joint arthritis. J Rehabil 45:269–28110.1111/joor.1261129392761

[5] International Classification of Orofacial Pain, 1st edition, ICOP (2020) (). Cephalalgia 40, 129–221. 10.1177/033310241989382332103673

[6] OhrbachR, BairE, FillingimRB, GonzalezY, GordonSM, LimP-F, Ribeiro-DasilvaM, DiatchenkoL, DubnerR, GreenspanJD (2013) Clinical orofacial characteristics associated with risk of first-onset TMD: the OPPERA prospective cohort study. J Pain 14:T33–T5024275222 10.1016/j.jpain.2013.07.018PMC3855658

[7] OhrbachR, DworkinS (2016) The evolution of TMD diagnosis: past, present, future. J Dent Res 95:1093–110127313164 10.1177/0022034516653922PMC5004241

[8] CooperBC, KleinbergI (2007) Examination of a large patient population for the presence of symptoms and signs of temporomandibular disorders. CRANIO^®^ 25:114–12617508632 10.1179/crn.2007.018

[9] BasbaumAI, BautistaDM, ScherrerG, JuliusD (2009) Cellular and molecular mechanisms of pain. Cell 139:267–28419837031 10.1016/j.cell.2009.09.028PMC2852643

[10] KunerR (2010) Central mechanisms of pathological pain. Nat Med 16:1258–126620948531 10.1038/nm.2231

[11] KunerR, FlorH (2017) Structural plasticity and reorganisation in chronic pain. Nat Rev Neurosci 18:20–3010.1038/nrn.2016.16227974843

[12] PetrovaTV, KohGY (2020) Biological functions of lymphatic vessels. Science 369:eaax4063. 10.1126/science.aax406332646971

[13] VaahtomeriK, KaramanS, MäkinenT, AlitaloK (2017) Lymphangiogenesis guidance by paracrine and pericellular factors. Genes Dev 31:1615–163428947496 10.1101/gad.303776.117PMC5647933

[14] KimH, KataruRP, KohGY (2012) Regulation and implications of inflammatory lymphangiogenesis. Trends Immunol 33:350–35622579522 10.1016/j.it.2012.03.006

[15] SkandalakisJE, SkandalakisLJ, SkandalakisPN (2007) Anatomy of the lymphatics. Surg Oncol Clin N Am 16:1–1617336233 10.1016/j.soc.2006.10.006

[16] EscobedoN, ProulxST, KaramanS, DillardME, JohnsonN, DetmarM, OliverG (2016) Restoration of lymphatic function rescues obesity in Prox1-haploinsufficient mice. JCI insight 1, e8509626973883 10.1172/jci.insight.85096PMC4786184

[17] Da MesquitaS, LouveauA, VaccariA, SmirnovI, CornelisonRC, KingsmoreKM, ContarinoC, Onengut-GumuscuS, FarberE, RaperD (2018) Functional aspects of meningeal lymphatics in ageing and Alzheimer’s disease. Nature 560:185–19130046111 10.1038/s41586-018-0368-8PMC6085146

[18] AntilaS, KaramanS, NurmiH, AiravaaraM, VoutilainenMH, MathivetT, ChilovD, LiZ, KoppinenT, ParkJ-H (2017) Development and plasticity of meningeal lymphatic vessels. J Exp Med 214:3645–366729141865 10.1084/jem.20170391PMC5716035

[19] BalukP, FuxeJ, HashizumeH, RomanoT, LashnitsE, ButzS, VestweberD, CoradaM, MolendiniC, DejanaE (2007) Functionally specialized junctions between endothelial cells of lymphatic vessels. J Exp Med 204:2349–236217846148 10.1084/jem.20062596PMC2118470

[20] WiigH, SwartzMA (2012) Interstitial fluid and lymph formation and transport: physiological regulation and roles in inflammation and cancer. Physiol Rev 92:1005–106022811424 10.1152/physrev.00037.2011

[21] BreslinJW (2014) Mechanical forces and lymphatic transport. Microvasc Res 96:46–5425107458 10.1016/j.mvr.2014.07.013PMC4267889

[22] PetkovaM, KraftM, StrittS, Martinez-CorralI, OrtsäterH, VanlandewijckM, JakicB, BaselgaE, CastilloSD, GrauperaM (2023) Immune-interacting lymphatic endothelial subtype at capillary terminals drives lymphatic malformation. J Exp Med 220:e2022074136688917 10.1084/jem.20220741PMC9884640

[23] ZhouS, ZhaoG, ChenR, LiY, HuangJ, KuangL, ZhangD, LiZ, XuH, XiangW (2024) Lymphatic vessels: roles and potential therapeutic intervention in rheumatoid arthritis and osteoarthritis. Theranostics 14:26538164153 10.7150/thno.90940PMC10750203

[24] WalshD, VergheseP, CookG, McWilliamsD, MappP, AshrafS, WilsonD (2012) Lymphatic vessels in osteoarthritic human knees. Osteoarthr Cartil 20:405–41210.1016/j.joca.2012.01.01222326896

[25] BoutaEM, LiJ, JuY, BrownEB, RitchlinCT, XingL, SchwarzEM (2015) The role of the lymphatic system in inflammatory-erosive arthritis. (Elsevier), pp. 90–9710.1016/j.semcdb.2015.01.001PMC439713325598390

[26] CaoM, OngM, YungP, TuanR, JiangY (2022) Role of synovial lymphatic function in osteoarthritis. Osteoarthr Cartil 30:1186–119710.1016/j.joca.2022.04.00335487439

[27] ZhaoY, AnY, ZhouL, WuF, WuG, WangJ, ChenL (2022) Animal models of temporomandibular joint osteoarthritis: classification and selection. Front Physiol 13:85951735574432 10.3389/fphys.2022.859517PMC9095932

[28] BordoniB, VaracalloM (2019) Anatomy, head and neck. temporomandibular joint

[29] ShiJ, LiangQ, ZuscikM, ShenJ, ChenD, XuH, WangYJ, ChenY, WoodRW, LiJ (2014) Distribution and alteration of lymphatic vessels in knee joints of normal and osteoarthritic mice. Arthritis Rheumatol 66:657–66624574226 10.1002/art.38278PMC4074307

[30] CahillTJ, SunX, RavaudC, del VillaC, KlaourakisK, LupuI-E, LordAM, BrowneC, JacobsenSEW, GreavesDR (2021) Tissue-resident macrophages regulate lymphatic vessel growth and patterning in the developing heart. Development 148, dev19456333462113 10.1242/dev.194563PMC7875498

[31] NygaardG, FiresteinGS (2020) Restoring synovial homeostasis in rheumatoid arthritis by targeting fibroblast-like synoviocytes. Nat Rev Rheumatol 16:316–33332393826 10.1038/s41584-020-0413-5PMC7987137

[32] Eng C-HL, LawsonM, ZhuQ, DriesR, KoulenaN, TakeiY, YunJ, CroninC, KarpC, YuanG-C (2019) Transcriptome-scale super-resolved imaging in tissues by RNA seqFISH+. Nature 568:235–23930911168 10.1038/s41586-019-1049-yPMC6544023

[33] XiangM, GrossoRA, TakedaA, PanJ, BekkhusT, BruloisK, DermadiD, NordlingS, VanlandewijckM, JalkanenS (2020) A single-cell transcriptional roadmap of the mouse and human lymph node lymphatic vasculature. Front Cardiovasc Med 7:5232426372 10.3389/fcvm.2020.00052PMC7204639

[34] KimH, KataruRP, KohGY (2014) Inflammation-associated lymphangiogenesis: a double-edged sword? J Clin Investig 124:936–94224590279 10.1172/JCI71607PMC3938274

[35] JariyasakulrojS, ChangQ, KoP-F, ShuY, LinZ, ChenJ, ChenJ-F (2024) Temporomandibular joint pain measurement by bite force and Von Frey filament assays in mice. J visualized experiments: JoVE. 10.3791/67203PMC1194827239345152

[36] KarsdalMA, NielsenSH, LeemingD, LangholmL, NielsenM, Manon-JensenT, SiebuhrA, GudmannN, RønnowS, SandJ (2017) The good and the bad collagens of fibrosis–their role in signaling and organ function. Adv Drug Deliv Rev 121:43–5628736303 10.1016/j.addr.2017.07.014

[37] RuscittoA, ChenP, TosaI, WangZ, ZhouG, SafinaI, WeiR, MorelMM, KochA, FormanM (2023) Lgr5-expressing secretory cells form a Wnt inhibitory niche in cartilage critical for chondrocyte identity. Cell stem cell 30, 1179–1198. e117737683603 10.1016/j.stem.2023.08.004PMC10790417

[38] AlitaloK (2011) The lymphatic vasculature in disease. Nat Med 17:1371–138022064427 10.1038/nm.2545

[39] JoukovV, KumarV, SorsaT, ArighiE, WeichH, SakselaO, AlitaloK (1998) A recombinant mutant vascular endothelial growth factor-C that has lost vascular endothelial growth factor receptor-2 binding, activation, and vascular permeability activities. J Biol Chem 273:6599–66029506953 10.1074/jbc.273.12.6599

[40] LinX, XingL (2025) Using lightsheet microscopy to investigate the initial lymphatic network in the murine knee joints. bioRxiv, 2025.2003. 2021.644620

[41] HuangJ, LiaoC, YangJ, ZhangL (2024) The role of vascular and lymphatic networks in bone and joint homeostasis and pathology. Front Endocrinol 15:146581610.3389/fendo.2024.1465816PMC1142222839324127

[42] BuckleyCD, GilroyDW, SerhanCN, StockingerB, TakPP (2013) The resolution of inflammation. Nat Rev Immunol 13:59–6623197111 10.1038/nri3362

[43] SerhanCN, SavillJ (2005) Resolution of inflammation: the beginning programs the end. Nat Immunol 6:1191–119716369558 10.1038/ni1276

[44] TuckeyB, SrbelyJ, RigneyG, VythilingamM, ShahJ (2021) Impaired lymphatic drainage and interstitial inflammatory stasis in chronic musculoskeletal and idiopathic pain syndromes: exploring a novel mechanism. Front Pain Res 2:69174010.3389/fpain.2021.691740PMC891561035295453

[45] RemstDF, Blaney DavidsonEN, van der KraanPM (2015) Unravelling osteoarthritis-related synovial fibrosis: a step closer to solving joint stiffness. Rheumatology 54:1954–196326175472 10.1093/rheumatology/kev228

[46] RimYA, JuJH (2020) The role of fibrosis in osteoarthritis progression. Life 11:333374529 10.3390/life11010003PMC7822172

[47] BrewerCM, NelsonBR, WakenightP, CollinsSJ, OkamuraDM, DongXR, MahoneyWM, McKennaA, ShendureJ, TimmsA (2021) Adaptations in Hippo-Yap signaling and myofibroblast fate underlie scar-free ear appendage wound healing in spiny mice. Developmental cell 56, 2722–2740. e272634610329 10.1016/j.devcel.2021.09.008PMC8623355

[48] PeiG, YaoY, YangQ, WangM, WangY, WuJ, WangP, LiY, ZhuF, YangJ (2019) Lymphangiogenesis in kidney and lymph node mediates renal inflammation and fibrosis. Science advances 5, eaaw507531249871 10.1126/sciadv.aaw5075PMC6594767

[49] FengS-Y, LeiJ, LiY-X, ShiW-G, WangR-R, YapAU, WangY-X, FuK-Y (2022) Increased joint loading induces subchondral bone loss of the temporomandibular joint via the RANTES-CCRs-Akt2 axis. JCI insight 7:e15887436173680 10.1172/jci.insight.158874PMC9675482

How the deposited data were processed for this re-analysis (not part of the article)

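The samples were 2 scRNA-seq libraries of the TMJ of female mice after intra-articular CFA, 1 from WT mice and 1 from Prox1+/− mutant mice. The authors sequenced cells captured in droplets, aligned the reads to GRCm38 with Cell Ranger 7.0.1 and kept the barcodes that Cell Ranger called as cells. The counts used are the raw UMI counts per gene and barcode that the authors made with Cell Ranger and deposited without normalization, with no filter on genes or mitochondrial share applied beforehand. Whether intronic reads were counted and whether doublets were removed is not stated. The kept cells held 48366846 UMIs in WT and 54330221 in the mutant, with median mitochondrial shares of 2.00% and 1.44%. With 1 library per condition the values have counting error but no replicate error, and no p-value was computed. Intervals and limits cover counting error only.

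The settings of the study's methods were used where they are given: cells with at least 500 genes and under 10% mitochondrial UMIs, SCTransform, integration by anchors, 200 principal components and resolution 1.5. The computation used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with 3000 integration features, and Python 3.11.15 with scanpy 1.11.5 and scipy 1.17.1. The settings of the macrophage reclustering (30 principal components, resolution 0.5) were chosen here. Gene positions come from GENCODE M21. The sample mapping, the main settings, the marker genes, the rules for naming clusters and most of the alternatives were fixed before the data were examined.

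A marker gene was raised in a cluster when its counts per 1000000 UMIs (CPM), plus 5, were at least 2 times those of the other cells and at least 10% of the cluster's cells had a UMI. A cluster took the name of the cell type with the highest mean ratio among types with at least 3 raised markers. It stayed unnamed when markers of another lineage outnumbered its own among its 10 leading genes, when a large part of another lineage's markers was raised, or when it was shallow with none of its own markers leading. Macrophage subclusters were named the same way, from lists of macrophage subsets and dendritic cells that did not include haematopoietic progenitors. Further rules were chosen after the clusters were seen: haemoglobin genes count as 1 erythrocyte marker, an unnamed cluster is assigned to the nearest type by the correlation of profiles over 2000 genes, such a cluster is called shallow when its depth relative to its library is low, and the unnamed clusters nearest to macrophages are reclustered together with the named ones.

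Shares of cells with a UMI were computed from all UMIs and after each cell had been thinned at random to 2000 UMIs, leaving out shallower cells. Intervals are Clopper-Pearson for shares, Poisson for CPM and Newcombe for differences between shares, at 95%. A gene at 0 UMIs was set to 3 UMIs to give a limit. Ratios between the libraries in macrophages covered genes with at least 200 UMIs over both. The genes named are those of the study for these cells and the 5 with the highest and the 5 with the lowest ratio.

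Alternatives changed 1 choice at a time: filters of 200 genes and 20% or 1000 genes and 5% mitochondrial UMIs, doublets removed, libraries merged without integration, log-normalization with 2000 variable genes, 30 principal components, resolution 0.5 for all cells, resolution 0.2 or 1.0 for macrophages, matrix genes left out of the reclustering, macrophages defined by at least 3 UMIs of C1q genes, other denominators, and other thinning depths and minimums. Doublets were scored with Scrublet in 5469 WT and 7603 mutant barcodes with at least 200 genes. Its automatic threshold called 0 in both libraries, so after this was seen the highest scores were called instead, up to a rate of 0.008 per 1000 cells, which gave 239 and 462 barcodes.

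The naming was tested on simulated clusters and the ratios on counts simulated from the macrophages of both libraries. In the simulated clusters every simulated type was recovered except T cells, which the rule on mixed clusters left unnamed. Their profiles came from WT cells that the same rule had named, so most of this recovery was built in. Shallow clusters, clusters of mixed types and the names of macrophage subclusters were not simulated. In the simulated ratios over 8870 genes, 99.5% of 194 changed genes were recovered and 99.9% of unchanged genes stayed within 0.5 on the log2 scale. Imaging, histology and behaviour are not analysed here.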

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

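All the tests in this part were chosen after the result was seen. Each result below is a signal that the paper does not discuss, seen in the mutant library above the level in the WT library.

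Haemoglobin genes took 3.97% of the UMIs outside erythrocytes in the mutant library and 0.316% in the WT library. Of these UMIs in the mutant library, 71.2% lay in unnamed clusters, 22.3% in 10 named cell types and 6.45% in adipocytes and chondrocytes. Free RNA from lysed erythrocytes would give droplets of every type a like number of haemoglobin UMIs. The values argue against it for adipocytes and chondrocytes, whose medians of 273 and 304 UMIs per droplet lie above those of the other types, the lower being 22.8 times the highest of the other 10. In those 10 types the median was between 6 and 12 UMIs per droplet, a ratio of 2 between the highest and the lowest, and at 4 or below in WT. Free RNA and other sources cannot be told apart in these 10 types, since they were chosen after their medians were seen. What brought haemoglobin to the unnamed clusters was not tested, nor was whether bleeding differed between the joints or in the dissection, since each condition has 1 library.

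Unnamed clusters with at least 90% of their cells from the mutant library (clusters 1, 10, 21 and 33) held 20.2% of mutant cells (1164) and 0.827% of WT cells (36). Their median depth was 2070.5 UMIs, and haemoglobin genes took 25.5% of their UMIs. The cluster among them nearest to macrophages, cluster 10, was tested in more detail. Doublets of a macrophage and a stromal cell would hold more UMIs than macrophages, but the median of its mutant droplets was 0.0872 of that of the named mutant macrophages, although 12.4% of them were called doublets against 3.67% of the named macrophages. An even background of free RNA would put UMIs of the 4 matrix genes in a like share of droplets of every type, but 80.5% (75.6 to 84.9) of these droplets had one, against 61.1% (53.9 to 67.9) of M1-like macrophages, 61.3% of neutrophils, 47.7% of T cells and 39.5% of B cells, which were all deeper. RNA of other cells that is concentrated in these droplets stays open. Markers of 6 other cell types had a median log2 ratio of CPM of 2.83 between these droplets and M1-like macrophages, next to 2.78 for the matrix genes. Equal numbers of UMIs per droplet would give 3.42, since M1-like macrophages are deeper, so neither median shows an excess. The mean number of UMIs of these markers per droplet was 8.96 in these droplets and 10.6 in M1-like macrophages. The median number went the other way, with 4 in these droplets and 3 in M1-like macrophages. By type, the median log2 ratios were 6.29 for muscle, 5.10 for Schwann cells, 4.48 for adipocytes, 2.73 for B cells, 1.61 for chondrocytes and 1.08 for T cells. Outside these 6 lists, the medians were 6.92 for smooth muscle cells, 4.24 for mesenchymal cells, 2.62 for neutrophils and 2.31 for erythrocytes. Of these lists, those of muscle, Schwann cells, adipocytes, smooth muscle cells and mesenchymal cells lie above 3.42 and the others below. RNA of other cells and expression of matrix genes by macrophages cannot be told apart in these droplets, since their low depth puts CPM ratios above 0 by itself and the lists lie on both sides of the level it gives. An effect of the genotype stays untested, since it is confounded with the library.

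Cluster 32, led by gland and airway genes such as Bpifa1, Bpifb1, Lipf and Lyz1, held 1.16% (0.903 to 1.48) of mutant cells (67) and 0.207% (0.0946 to 0.392) of WT cells (9). Such cells could have come with tissue next to the joint in the dissection of the mutant library. The test bears on their RNA alone: Bpifb1 and Lipf were found at a like level in 5 other cell types of the mutant library, the highest being at most 1.77 times the lowest per droplet, and both had 0 UMIs in WT macrophages. How the gland cells came into the library, and whether the genotype plays a part, was not tested.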

How the results depend on the processing

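Joining unnamed clusters to the nearest type, the limit of 2000 UMIs per cell, the leaving out of shallow named clusters, and the reclustering with the unnamed clusters near macrophages were chosen after the result was seen. No paired analysis was possible because each condition has 1 library and the libraries share no numbering of mice. For every change below the cause was not tested, except where shallow named clusters are named.

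The log2 ratio of Prox1 over all kept cells stayed between −1.04 and −0.996 under the filters on cells. It carries the difference in cell types between the libraries under each of them. The direction of cells kept and of median genes between the libraries also held under each filter. The number of cell types was 12 or 13 in 8 settings. The difference in the share of the shallow cluster near macrophages was 4.69 percentage points and 4.62 with libraries merged without integration, the only other clustering that had such a cluster. Filters, doublet removal, log-normalization, 30 principal components and resolution 0.5 gave no such cluster and so no value. Matrix genes in it against M1-like macrophages could be computed in 1 setting only. Leaving out macrophages of fibro-macrophage subclusters gave no separate value where no subcluster had that name.

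Median genes per cell in WT and mutant were 1156 and 1095 after thinning to 2000 UMIs, 2082 and 1336.5 with at least 200 genes and under 20% mitochondrial UMIs, and 2787 and 2354 with at least 1000 genes and under 5%. The difference in macrophage share, −1.92 points for named clusters, reversed to 5.76 with unnamed clusters joined to the nearest type, 3.56 with the 200-gene filter, 1.44 with 30 principal components and 5.78 with macrophages defined by C1q UMIs, and it was −4.78 with libraries merged without integration. Without named clusters under 0.5 of the median depth it was −2.98 with the 200-gene filter and −2.71 with 30 components, so these 2 reversals rest on shallow clusters, and it kept its direction in the other 7 settings. Among these 7 it was −0.684 (−2.42 to 1.03) with the 1000-gene filter and −0.816 (−2.45 to 0.806) among cells with at least 2000 UMIs. It was −1.29 (−2.65 to 0.0538) with log-normalization and −1.50 (−3.04 to 0.0250) with erythrocytes left out, so these intervals span both directions. The intervals of the rest of the 7 lay on the negative side. With the unnamed clusters near macrophages, 5.76 points, it was −0.0443 (−1.83 to 1.73) with the 1000-gene filter. With log-normalization (−1.29) and resolution 0.5 for all cells (−1.63) no cluster was near, so these are the values of the named clusters. It was 2.87 with doublets removed, 1.11 (−0.416 to 2.63) merged, 3.33 with 30 components and 4.14 among cells with at least 2000 UMIs. Larger values were 6.97 (5.60 to 8.33) with the 200-gene filter, 7.10 with erythrocytes left out and 5.83 with neutrophils left out.

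Fibro-macrophages, named in no subcluster of the named macrophages, rose by 1.64 points with the 200-gene filter, 0.459 of the macrophage difference there, and had no cells in the other settings. With the unnamed clusters added, they rose by 1.21 points merged and by 3.16 at resolution 1.0 for macrophages. The subclusters in which their list scored highest rose by 7.26 points. The rise was 8.68 with the 200-gene filter, 0.701 with the 1000-gene filter, 3.37 with doublets removed and 1.21 merged. With nothing to add, it was 1.39 with log-normalization and 0.660 with resolution 0.5 for all cells. Macrophage subclusters, 8 in number, were 5 with resolution 0.5 for all cells and 5 with resolution 0.2 for macrophages.

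The difference in Col1a1-positive macrophages, 1.18 points, was 6.87 with the 200-gene filter, −1.67 merged, 2.47 (0.431 to 4.52) thinned to 1000 UMIs, −4.58 without thinning, 20.4 with macrophages defined by C1q UMIs and 9.26 with unnamed clusters joined. The log2 ratio of Il1b in macrophages, 0.15, was 0.10 with the 1000-gene filter, 0.22 merged, 0.21 with log-normalization, 0.055 with 30 components and 0.24 with resolution 0.5 for all cells. The median log2 ratio of the 5 highest genes, 7.21 with genes at 0 set to 3 UMIs, was 7.94 with the 200-gene filter, 7.72 with 30 components and 8.35 from the mean of each cell's CPM. That of the 5 lowest, −3.65, was −4.68 with the 1000-gene filter and −4.19 merged. Depth limits the shares of cells with a UMI in the shallow cluster, where 216 of 298 mutant droplets held too few UMIs to be thinned.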

Differences from the paper's values

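Of the settings named in this part, the joining of unnamed clusters to the nearest type, the leaving out of shallow named clusters and the reclustering with the unnamed clusters near macrophages were chosen after the result was seen.

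A value within 1.5 times of the paper's is read as having closed the gap, which does not make the values equal. The paper's number of cells is about 7000 to 8000, and its text does not say whether this is per library or over both. Read over both libraries, 10109 cells were kept against the paper's 8000, within that limit, and at least 1000 genes and under 5% mitochondrial UMIs gave 7347, while at least 200 genes and under 20% gave 12433, outside it. Read per library, 4352 cells were kept in the WT library against the paper's 7000. Of the alternatives set before the data were examined, at least 200 genes and under 20% mitochondrial UMIs closed the gap with 5161 WT cells, and at least 1000 genes and under 5% did not, with 3355. The median number of genes per cell in the mutant library was 1766 against the paper's lower end of 3000. Of the alternatives set before the data were examined, the filter with at least 1000 genes closed the gap with 2354, and the one with at least 200 genes did not, with 1336.5.

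The macrophages gave 8 subclusters against the paper's 4. Of the alternatives set before the data were examined, at least 1000 genes and under 5% mitochondrial UMIs (6), libraries merged without integration (6), resolution 0.5 for all cells (5) and resolution 0.2 for macrophages (5) closed the gap. At least 200 genes and under 20% mitochondrial UMIs (9), doublets removed (7), log-normalization (7), 30 principal components (10), resolution 1.0 for macrophages (12) and matrix genes left out of the reclustering (8) did not.

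The paper states that macrophages form a larger part of the cells in the mutant TMJ, and the share of named macrophages fell by 1.92 points. It was higher in the mutant with at least 200 genes and under 20% mitochondrial UMIs (3.56 points), with 30 principal components (1.44 points), and with macrophages defined by C1q UMIs (5.78 points), and with unnamed clusters joined to the nearest type (5.76 points), an alternative chosen after seeing the values. Without named clusters under 0.5 of the median depth, also chosen after seeing the values, the first 2 of these were −2.98 and −2.71 points. The value with 30 principal components also counts 123 WT and 99 mutant cells led by genes of a neutrophil cluster. The count by C1q UMIs can miss M1-like macrophages, which held much less C1qa than M2-like macrophages. The paper states that fibro-macrophages are a subcluster and make up most of the gain in macrophages, and no subcluster of the named macrophages took that name, so their part of the difference was 0. With at least 200 genes and under 20% mitochondrial UMIs they were named and made up 0.459 of the difference. Another subcluster of that setting rose by 3.89 points. The fibro-macrophage list scored highest in it, but it was left unnamed for its haemoglobin genes. Among the macrophages reclustered with the unnamed clusters, chosen after seeing the values, fibro-macrophages were named in 2 settings. At resolution 1.0 for macrophages they rose by 3.16 points, next to a macrophage difference of 5.76 points. With libraries merged without integration they rose by 1.21 points, next to a macrophage difference of 1.11 points. At resolution 0.5 for macrophages none took the name, but the subclusters where their list scored highest rose by 7.26 points, next to 5.76 points. None of the list's genes was among the leading genes of these subclusters.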

Other observations

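The tests of free RNA over the 5 genes with the highest ratio and of a segment around Prox1 over 20 genes were set before their values were seen. The other tests of this part, the limit of 2000 UMIs per cell among them, were chosen after the result was seen.

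With the unnamed clusters near macrophages added, the share of macrophages was 5.76 points higher in the mutant library, which also held more barcodes with few UMIs. Cluster 14, with more markers of neutrophils than of macrophages raised, gave 2.98 of these points. Among cells with at least 2000 UMIs in both libraries the difference was 4.14 points (2.39 to 5.89). This argues against barcodes with few UMIs as the whole cause of the difference with these clusters added. Named macrophages alone differed by −0.816 points (−2.45 to 0.806) among these cells. The rise thus came from the added clusters, and cluster 14 was not left out, so it does not show a rise in macrophages. With the unnamed clusters near macrophages added, the difference was −0.0443 points with at least 1000 genes and under 5% mitochondrial UMIs. Cells with few genes or many mitochondrial UMIs could thus carry part of it.

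Over the named macrophages, the genes with the highest ratio of mutant to WT were Ifi202b, Bpifb1, Lipf, Mcpt8 and Prss34. Ifi202b had 1 UMI in WT and 3341 in the mutant, a log2 ratio of 11.65 (9.17 to 16.96), and 70.5% of mutant macrophages had a UMI of it. Bpifb1 had 0 and 953 UMIs, at least 306-fold higher in the mutant, and Lipf had 0 and 460, at least 148-fold higher. Mcpt8 had 7 and 968 UMIs (log2 ratio 7.06) and Prss34 had 6 and 699 (6.81). The lowest ratios were those of Ccl1 (277 and 2 UMIs, log2 ratio −7.17), Rpl29 (9470 and 216, −5.51), Gm12166 (386 and 32, −3.65), Tagln (362 and 36, −3.38) and Sparcl1 (240 and 34, −2.87).

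Free RNA that differs between the libraries would give these genes a like ratio in other cell types. The lowest of the median log2 ratios of the 5 highest genes in neutrophils, endothelial cells and mesenchymal cells was 6.22, in neutrophils. This median is the value of Ifi202b, which had 0 UMIs in WT and 53 in mutant neutrophils. A number below the 3 UMIs of the limits stood in for the 0, so 6.22 is not a measured ratio. With 3 UMIs in its place the value of Ifi202b would be lower. The 5 genes went different ways, so for them as a set free RNA and expression cannot be told apart. They were therefore tested in parts. For Bpifb1 and Lipf, the highest of 5 mutant cell types was at most 1.77 times the lowest in UMIs per droplet, which is consistent with free RNA, as from the gland cells seen in that library. Ifi202b was 25.7 times higher per droplet in the highest than in the lowest of the same types, with 4.09 UMIs in macrophages, 1.64 in mesenchymal cells and 0.159 in neutrophils, which argues against free RNA. Of the Mcpt8 UMIs of mutant macrophages, 93.5% (905 of 968) lay in 1 droplet, as did 97.9% of the Prss34 UMIs, and 98.9% of the Ccl1 UMIs of WT macrophages (274 of 277) lay in 1 droplet. These ratios are consistent with 1 droplet of another cell type inside the macrophage clusters, and they rest on it. For Tagln and Sparcl1, 153 of the 362 and 99 of the 240 WT UMIs lay in 1 droplet. The shares of macrophages with a UMI were 3.14% in WT and 3.67% in the mutant for Tagln, and 3.14% and 2.69% for Sparcl1, so their ratios rest on a few droplets.

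The 20 genes that differed most between the libraries in the same direction in macrophages, neutrophils, endothelial cells and mesenchymal cells included Rpl29 (log2 ratios of −5.51, −6.66, −5.55 and −4.77), Bpifb1 and 4 haemoglobin genes. A segment of chromosome 1 that came with the Prox1 mutation from another strain would place many of them near Prox1. Of the 20, 5% (1 gene, Srp9) lay within 30 Mb of Prox1, against 1.48% of the 2976 genes tested, which argues against the segment as the cause of the list. Srp9 lies 7.99 Mb and Ifi202b 16.1 Mb from Prox1. For these 2 genes such a segment and an effect of the genotype cannot be told apart, since the files give no variants and each condition has 1 library. A strain difference elsewhere in the genome was not tested.

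Vegfc in endothelial cells stood at 128 CPM (120 to 136) in WT and 228 (214 to 242) in the mutant. It stood at 31.3 and 31.5 CPM in mesenchymal cells and at 1.46 and 3.20 in macrophages, against 0.409 and 0.861 in neutrophils. After thinning, 13.3% of WT and 17.2% of mutant endothelial cells had a Vegfc UMI. Ptx3 stood at 43.5 CPM (39.0 to 48.3) in WT and 52.7 (47.1 to 58.7) in mutant mesenchymal cells, and at 2.06 and 1.47 in macrophages. Acta2 stood at 43.6 CPM in WT and 8.01 in mutant macrophages. Whether this difference rests on a few droplets, as those of Tagln and Sparcl1 do, was not tested.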
